# The essential role of O-GlcNAcylation in hepatic differentiation

**DOI:** 10.1097/HC9.0000000000000283

**Published:** 2023-11-06

**Authors:** Dakota R. Robarts, Manasi Kotulkar, Diego Paine-Cabrera, Kaitlyn K. Venneman, John A. Hanover, Natasha E. Zachara, Chad Slawson, Udayan Apte

## Abstract

**Background:**

O-GlcNAcylation is a post-translational modification catalyzed by the enzyme O-GlcNAc transferase, which transfers a single N-acetylglucosamine sugar from UDP-GlcNAc to the protein on serine and threonine residues on proteins. Another enzyme, O-GlcNAcase (OGA), removes this modification. O-GlcNAcylation plays an important role in pathophysiology. Here, we report that O-GlcNAcylation is essential for hepatocyte differentiation, and chronic loss results in fibrosis and HCC.

**Methods:**

Single-cell RNA-sequencing (RNA-seq) was used to investigate hepatocyte differentiation in hepatocyte-specific O-GlcNAc transferase-knockout (OGT-KO) mice with decreased hepatic O-GlcNAcylation and in O-GlcNAcase-KO mice with increased O-GlcNAcylation in hepatocytes. Patients HCC samples and the diethylnitrosamine-induced HCC model were used to investigate the effect of modulation of O-GlcNAcylation on the development of liver cancer.

**Results:**

Loss of hepatic O-GlcNAcylation resulted in disruption of liver zonation. Periportal hepatocytes were the most affected by loss of differentiation, characterized by dysregulation of glycogen storage and glucose production. O-GlcNAc transferase-KO mice exacerbated diethylnitrosamine-induced HCC development with increased inflammation, fibrosis, and YAP signaling. Consistently, O-GlcNAcase -KO mice with increased hepatic O-GlcNAcylation inhibited diethylnitrosamine-induced HCC. A progressive loss of O-GlcNAcylation was observed in patients with HCC.

**Conclusions:**

Our study shows that O-GlcNAcylation is a critical regulator of hepatic differentiation, and loss of O-GlcNAcylation promotes hepatocarcinogenesis. These data highlight increasing O-GlcNAcylation as a potential therapy in chronic liver diseases, including HCC.

## INTRODUCTION

O-GlcNAcylation is a dynamic post-translational modification that involves the addition of N-acetylglucosamine (GlcNAc) onto proteins by means of an oxygen-linked bond. This process is regulated by two enzymes: O-GlcNAc transferase (OGT), which adds GlcNAc to proteins using UDP-GlcNAc as the GlcNAc donor, and O-GlcNAcase (OGA), which removes this modification.^1^ 

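The gene for each enzyme was located in the GENCODE M21 annotation of the GRCm38 mouse genome. Ogt, listed in the deposited table as ENSMUSG00000034160, is a protein-coding gene on the plus strand of chromosome X from 101640060 to 101684351. The annotation gives it 7 transcripts, of which 2 are protein coding, and its principal coding transcript has 22 exons. Oga, listed as ENSMUSG00000025220 and named Mgea5 in this annotation, is a protein-coding gene on the minus strand of chromosome 19 from 45750259 to 45783837. It has 6 transcripts, of which 3 are protein coding, and its principal coding transcript has 16 exons. RNA of both genes was measured by bulk mRNA-seq in livers of OGT-floxed mice fed a choline-deficient, ethionine-supplemented (CDE) diet, which injures the liver. Mice labelled OGT-KO had received AAV8-TBG-CRE, which expresses Cre recombinase in hepatocytes, and mice labelled control had received AAV8-TBG-eGFP. Livers were taken with no recovery from the diet or with 7 days of recovery, and each of the 4 conditions is 1 library made from the pooled RNA of 3 mice, so no value has a replicate error. The authors deposited CPM, which are read counts scaled to a library total of 1000000, from which the whole reads of each library were recovered. With no recovery, Ogt had 55.3 CPM in the library labelled OGT-KO (1265 of 22866431 reads, 95% exact Clopper-Pearson interval 52.3 to 58.5) and 64.7 in the library labelled control (1375 of 21257763 reads, 61.3 to 68.2). After 7 days of recovery, Ogt had 77.7 CPM in the library labelled OGT-KO (1753 of 22567395 reads, 74.1 to 81.4) and 55.7 in the library labelled control (1112 of 19972699 reads, 52.5 to 59.0). The intervals cover counting error only, not differences between mice. The log2 fold change of Ogt, on the log2(CPM + 1) scale, was -0.22 with no recovery and 0.47 after 7 days, so the whole-gene value did not go with the label at the later time point. When the libraries were scaled by the median ratio of their genes in place of their totals, it was -0.93 and -0.20. Oga had 46.5 CPM in the library labelled OGT-KO and 57.7 in the library labelled control with no recovery, and 57.0 and 70.2 after 7 days. Its log2 fold change was -0.31 and -0.30 at these time points, and -1.01 and -0.97 with median-ratio scaling.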

Because the hexosamine biosynthetic pathway, which produces UDP-GlcNAc, integrates multiple metabolic pathways, including nucleotide, fatty acid, protein, and glucose metabolism,^1^ changes in multiple independent metabolic pathways can affect O-GlcNAcylation. Studies show that O-GlcNAcylation plays a role in a number of cellular processes, including metabolism, inflammation, and cell proliferation.^1,2^ Abnormal O-GlcNAcylation levels have been linked to various diseases, including cancer.^1,3,4^ A recent study by our group found that a lack of hepatic O-GlcNAcylation during liver regeneration impairs the termination phase and leads to sustained cell proliferation and loss of hepatocyte (Heps) identity.^2^ Whereas O-GlcNAcylation is known to be involved in hepatic fibrosis and HCC pathogenesis, the mechanisms are not clear.^4–6^ These findings suggest that maintaining proper levels of O-GlcNAcylation may be important for the maintenance of healthy cells and the prevention of certain degenerative diseases.

During disease progression in the liver, hepatocyte nuclear factor 4 alpha (HNF4α), a critical regulator of maintaining Heps differentiation, is known to decrease, causing a decrease in liver function and Heps dedifferentiation.^7,8^ This leads to increased cell proliferation, ultimately increasing susceptibility to progression to HCC.^7,8^ O-GlcNAcylation is a critical regulator in cellular differentiation, such as hematopoietic stem cells and neuronal cells.^9,10^ Studies from our lab have shown cross-talk between O-GlcNAcylation and HNF4α.^2^ Here, we studied the effects of chronic loss of O-GlcNAcylation and the role of O-GlcNAcylation in the progression of liver disease. Using Heps-specific OGT knockout (KO) mice and single-cell RNA-sequencing (RNA-seq) technologies, we found that loss of O-GlcNAcylation leads to the loss of liver zonation, hyperplasic Heps nodules, and significant dedifferentiation. Further, we identified multiple molecular mechanisms at play in the regulation of hepatic differentiation by O-GlcNAcylation. Our data suggest that O-GlcNAcylation is a potential therapeutic target in the maintenance of hepatic differentiation during the progression of liver disease.

## METHODS

### Human liver samples

Human tissues were obtained from the University of Kansas Medical Center (KUMC) Liver Center (normal n of 4, NASH n of 3, NASH + cirrhosis n of 4). All human liver tissues were obtained with informed consent in accordance with the Declarations of Helsinki and Istanbul and ethical and institutional guidelines. All studies were approved by the Institutional Review Board of KUMC. HCC human tissue microarray was purchased from US Biolab (cat # LIV048-10A). The human protein atlas tool was used to visualize OGT protein levels in human HCC samples (tissue microarray #T-56000).^11^

### Animal care and models

The Institutional Animal Care and Use Committee at the University of Kansas Medical Center approved all animal studies that were performed in accordance with Institutional Animal Care and Use Committee regulations. All mice were housed in the KUMC vivarium with a standard 12-hour light and 12-hour dark cycle and on an ad libitum normal chow diet (LabDiet, cat# 5053). Generation of genetically altered OGT-floxed mice and OGA-floxed has been described.^12,13^ Both OGT-floxed and OGA-floxed were bred on a C57BL/6J background. Heps-specific KOs were generated by injecting AAV8-TBG (thyroxine-binding globulin)-CRE and using AAV8-TBG-eGFP (Vector Biolabs) as a control, as described.^2^

For chronic OGT deletion, 2-month-old male OGT-floxed mice were injected i.p. with AAV8-TBG-GFP or AAV8-TBG-CRE, and tissues were collected 35 days after AAV8 administration. To study liver cancer pathogenesis, OGT-floxed and OGA-floxed pups were treated with diethylnitrosamine (DEN, 15 μg/kg i.p.) on postnatal day 15. Five months after DEN injections, floxed mice were injected with AAV8-TBG-Cre to KO OGT or OGA. Controls were generated by injecting AAV8-TBG-EGFP. Mice were euthanized 2 months after AAV8 injection. In all studies, liver injury was assessed by serum alanine transaminase activity assay, and livers were weighed after cholecystectomy to calculate liver-weight-to-body-weight ratios as described.^2^ Glucose was measured in serum according to the manufacturer’s protocol (Pointe Scientific cat# G7521120).

### Staining procedures and imaging

Paraffin-embedded liver sections (5 µm thick) were used for hematoxylin and eosin staining, immunohistochemistry (IHC), and picrosirius red staining, as described.^2,14^ Primary and secondary antibodies with respective dilutions are shown in Supplemental Table S1, http://links.lww.com/HC9/A570. Photomicrographs were captured with an Olympus DP74 color camera mounted on an Olympus BX51 microscope with CellSens (Version 2.3) software.

### Protein isolation and western blotting

Approximately 100 mg of liver tissue was homogenized using a beaded tube containing 300 µL of Radio Immuno Precipitation Assay buffer (20 mM pH 7.5 Tris, 150 mM NaCl, 2 mM EDTA, 1 mM dithiothreitol, 40 mM GlcNAc, 0.1% sodium deoxycholate acid, 0.1% SDS, and 1%NP-40) containing 1x Halt Phosphatase inhibitor and protease cocktail (Thermofisher cat# 78427 & 78438). Pierce BCA Protein Assay (Thermofisher cat# 23225) was used to measure protein levels, as described.^15^ Antibodies used with respective dilutions are shown in Supplemental Table S1, http://links.lww.com/HC9/A570. All western blots were imaged with either SuperSignal West Pico PLUS or Femto Maximum (Thermofisher cat# 34578 and 34096). Western blots were imaged on Odyssey LiCor utilizing Image Studio software (Version 5.2).

### RNA Isolation and quantitative PCR

RNA was isolated from ~25 mg of liver tissue utilizing the TRIzol method according to the manufacturing protocol (Thermofisher cat# 15596026). Isolated RNA concentration was measured using an Implen N50 Nanophotometer. cDNA was made with 2000 ng of RNA per reaction utilizing the High-Capacity cDNA Reverse Transcription Kit according to the manufacturer’s protocol (Thermofisher cat# 4368814). Quantitative PCR (qPCR) was performed using 50 ng per reaction with PowerUp SYBR green master mix and a final concentration of 2.5 µM of forward and reverse primers (Supplemental Table S2, http://links.lww.com/HC9/A571) according to the manufacturer’s protocol (Thermofisher cat# A25741). A BioRad CFX384 system was used to run qPCR reactions in a 384-well plate setup. Raw data were analyzed using the CFX Maestro 1.1 Software (Version 4.1.2433.1219).

### Single-cell suspensions

Livers of chronic deleted OGT-KO mice (30 d) and controls were perfused utilizing 2-step collagenase perfusion to isolate parenchymal and nonparenchymal cells (NPC), as described.^16^ Trypan blue and a hemocytometer were used to determine cell viability and concentration of cells. All samples yielded a viability greater than 85%. A 50*g* centrifugation was used to pellet parenchymal cells from NPCs. Percoll gradients were used to remove dead cells. 100% buffered Percoll was made by a 1:9 ratio of 10x PBS to Percoll (Fisher Scientific cat# 45-001-747). Parenchymal cells were resuspended in 50% buffered Percoll and 50% isolation media [DMEM (Corning cat# 10014CV) supplemented with 10% fetal bovine serum and 2% bovine serum albumin] and centrifuged at 72*g* to remove dead cells. The parenchymal pellet was resuspended in isolation media to reach a concentration of 500 cells/µL. NPCs were pelleted using 600*g* centrifugation. Three milliliters of red blood cell lysis buffer (155 mM ammonium chloride, 10 mM potassium bicarbonate, and 0.1 mM EDTA, pH 7.3) was added to remove red blood cell contamination for 3 minutes. NPCs were then resuspended to a final concentration of 35.3% buffered Percoll and 64.7% isolation media and centrifuged at 900*g* for 10 minutes. The NPC pellet was then resuspended in isolation media for a concentration of 1200 cells/µL.

### Single-cell RNA-seq

Single-cell suspension of Heps and NPCs from OGT-KO and control mice was used for single-cell RNA-seq using the 10×Chromium Single-cell 3′ Gene Expression profiling platform targeting approximately 10,000 cells per sample and a read depth of 50,000 read per cell, as described in depth.^17^ Single-cell libraries were then sequenced using the Illumina NovaSeq 6000 S1 Flow Cell for 100 cycles. Raw data were analyzed utilizing 10x Cell Ranger using the mkfastq pipeline (Version 6.0.2) and aligned to the mouse transcriptome mm10-2020-A using the Apte Lab server (HPE DL380 Gen10 8SFF CTO high-performance server).^18^ Raw data were deposited into the Gene Expression Omnibus database (GSE223830). The aligned barcodes, features, and matrix files were uploaded into RStudio (Version 4.0.3, RStudio Team).

### Data analysis of single-cell RNA-seq

Data analysis was performed using the Seurat Package (Version 4.0.3). Single-cell data from parenchymal cells and NPCs for OGT-KO mice and controls were cleaned independently. For parenchymal cell analysis, duplicate cells or cells without a low read count and a high percentage of mitochondrial genes were kept in the analysis (if the number of captured features was between 100 and 7000, with mitochondrial genes being<75% of the features). The cell counts were then log normalized, scaled using a linear model, used the first 20 principal component analysis dimensions to determine nearest neighbors, and a resolution of 0.2 to generate clusters. Heps markers were identified using previously established markers, and all other cell types were filtered out.^17^ For the NPCs, cells were filtered using features between 100 and 7000, with mitochondrial genes being <20% then used a resolution of 0.4 for clustering. The markers within the Immunological Genome Project (ImmunoGen) database were used to identify populations within the NPC fraction. Heps were then filtered out of the NPCs. After data cleanup, the control NPCs were merged with OGT-KO NPCs and control Heps were merged with OGT-KO Heps to produce an NPC and Heps object. These 2 objects were then clustered using 0.2 resolutions for both the NPC and Heps. The cell types were then further annotated, including genotype labels. Finally, the merged Heps and NPC objects were merged and clustered using a 0.2 resolution. Cell contamination was exhibited between some clusters, likely due to a technical error, with cells clumping upstream of the sequencing. Each cell type was then subclustered to remove any residual contamination and reclustered to determine fine cell type labels using the ImmunoGen database. To predict cell-cell communication, we used the package CellChat (Version 1.5.0).^19^ The package standard workflow was used using the mouse interaction database.

### RNA-seq data acquisition

An online OGT data set in rodents was downloaded using SRA-tools from the Gene Expression Omnibus database (GSE188882).^2^ Raw fastq files were then aligned to the mouse genome (GRCm38) and counted using STAR software.^20^ DESeq2 (Version 1.28.1) in R Studio (Version 4.0.3, RStudio Team) was used for count normalization and differentially expressed gene lists, as described.^7^

### The Cancer Genome Atlas

The RStudio (Version 4.0.3, RStudio Team) package TCGAbiolinks (Version 2.16.4) was used to download liver HCC (The Cancer Genome Atlas-Liver Hepatocellular Carcinoma) RNA-seq data.^21^ The prebuilt EdgeR pipeline was used to generate differentially expressed gene lists with a log transformation. Analyzed data were annotated with biomaRT (Version 2.44.4) using the Ensembl database.

### Statistical analysis and data visualization

For experiments not associated with single-cell or bulk RNA-seq, such as alanine transaminase measurements, the results are expressed as mean ± SEM. Bar graphing and statistical analysis were carried out in GraphPad Prism 9. Student 2-tailed *t* test or 2-way ANOVA with Sidak post hoc test was applied to all analyses, with a *p*-value <0.05 considered significant. Dot plots, heatmaps, Venn diagrams, and uniform manifold approximation and projections were produced in RStudio (R version 4.0.3; RStudio Team).

## RESULTS

### O-GlcNAcylation is required to maintain liver homeostasis and contributes to the maintenance of hepatic zonation

To study the effects of a chronic loss of O-GlcNAcylation in Heps, we studied histopathological and molecular changes in Heps-specific OGT-KO mice 35 days after OGT deletion. Western blot analysis was used to confirm successful OGT-KO (Figure 1B). Similar to other studies, some OGT and O-GlcNAcylation were exhibited due to nonparenchymal cells retaining OGT expression.^2^ OGT-KO mice exhibited significant hepatomegaly, as indicated by an increase in liver-weight-to-body-weight ratio, and increased liver injury (Figure 1C, D). Hematoxylin and eosin staining of OGT-KO livers showed significant Heps dysplasia (Figure 1E), which was accompanied by reorganization of F4/80^+^ macrophages (Figure 1F), a significant increase in alpha smooth muscle actin, a marker for activated HSCs (Figure 1G). Picrosirius red staining revealed significant collagen deposition in OGT-KO livers (Figure 1H).

**FIGURE 1:**
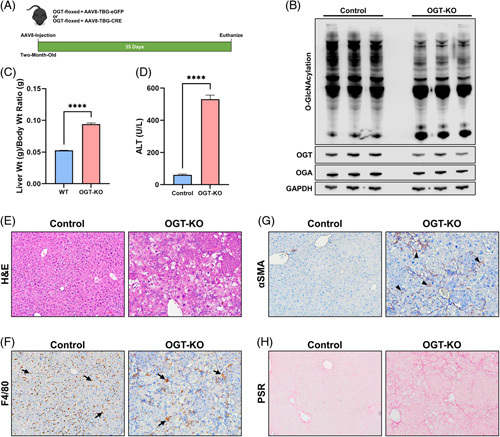
Twenty-eight-day deletion of OGT leads to dysplastic liver lobules. (A) Scheme of model for OGT 28-day deletion. (B) Western blot analysis of hepatic O-GlcNAcylation, OGT, OGA, and GAPDH from 35-day OGT-KO mice. (C) Liver weight-to-body weight ratios and (D) ALT serum levels of control and OGT-KO mice. The bar represents the mean, with error bars representing SEM. (E) Hematoxylin and eosin microsections of control and OGT-KO mice 35 days after deletion. Immunohistochemistry of the macrophage marker F4/80 (F) and the activated hepatic stellate cell marker αSMA in control and OGT-KO mice (×200 magnification) (G). (H) PSR staining to visualize collagen deposition in control and OGT-KO mice (×200 magnification). Arrow and arrowheads point to F4/80 and αSMA positive cells, respectively. Level of significance: ****p<0.0001 (2-tailed *t* test). Abbreviations: αSMA, alpha smooth muscle actin; GlcNAc, N-acetylglucosamine; H&E, hematoxylin and eosin; KO, knockout; OGA, O-GlcNAcase; OGT, O-GlcNAc transferase; PSR, Picrosirius red; WT, wild type.

To interrogate changes in specific cell populations, we turned to single-cell RNA-seq (scRNA-seq). Unsupervised cell clustering produced 11 unique clusters identified as KCs, Heps, endothelial (Endo) cells, B cells, natural killer cells, T cells, dendritic cells, neutrophils, and monocytes in both control and OGT-KO mice (Supplemental Figure S1A–C, http://links.lww.com/HC9/A572). Specific markers were used to identify each cluster (Supplemental Figure S1D, http://links.lww.com/HC9/A572). T cells and Heps were the most captured cells in the control and OGT-KO mice, respectively. The least common were monocytes (control) and Endo cells (OGT-KO) (Supplemental Figure S1E, F, http://links.lww.com/HC9/A572). HSCs were not captured during the single-cell isolation.

The Heps exhibited the greatest difference at a single-cell resolution. The OGT-KO Heps exhibited minimal overlap with the control Heps (Figure 2A). We subclustered the Heps into either periportal (PP), midzonal (MZ), or perivenous (PV) Heps using the following gene markers: *Glul*, *Lect2*, and *Cyp2e1* for PV; *Alb*, *Cdh1*, and *Cyp2f2* for PP Heps. The control liver lobule had distinct PP and PV Heps populations, with MZ having an overlap of both PP and PV markers, particularly *Cyp2e1* and *Cyp2f2* (Figure 2B, C). The chronic deletion of OGT showed a loss of expression but retention of PV features with a lower percentage of cells expressing PV markers (Figure 2B, Supplemental Table S3, http://links.lww.com/HC9/A573) and complete loss of PP features (Figure 2C, Supplemental Table S3, http://links.lww.com/HC9/A573). An additional population that lacked both PP and PV features was identified in the OGT-KO mice, which we termed as dedifferentiated (DF) Heps. We confirmed the scRNA-seq data by performing IHC for CYP2F2 and CYP2E1 on control and OGT-KO liver sections. Consistent with scRNA-seq data, the control livers showed strong staining of CYP2F2 in the PP region and CYP2E1 in the PV region (Figure 2D, E), which was significantly lower in OGT-KO Heps (Figure 2D, E).

**FIGURE 2:**
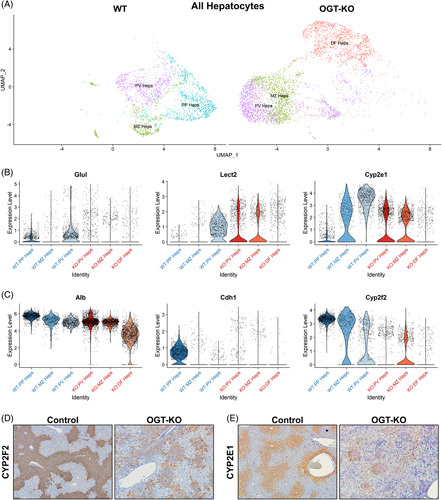
Single-cell RNA-seq analysis of hepatocytes derived from 35-day OGT-KO mice. (A) UMAP plot of SC RNA-seq of hepatocytes split by control (WT) and 35-day OGT-KO mice. Violin plots of (B) PV markers (*Glul*, *Lect2*, and *Cyp2e1*) and (C) PP markers (*Alb*, *Cdh1*, and *Cyp2f2*). Each black dot represents a hepatocyte with the distribution of the expression levels. Immunohistochemistry of CYP2F2 (D) and CYP2E1 (E) in control and OGT-KO livers (×200 magnification). Abbreviations: DF, dedifferentiated; GlcNAc, N-acetylglucosamine; Heps, hepatocytes; KO, knockout; MZ, midzonal; OGT, O-GlcNAc transferase; PP, periportal; PV, perivenous; RNA-seq, RNA-sequencing; UMAP, uniform manifold approximation and projection; WT, wild type.

Studies have shown that loss of O-GlcNAcylation results in increased NRF2 activity.^22,23^ Consistent with these findings, the Heps in the OGT-KO mice exhibited increased expression of the target genes *Gsta2*, *Gstm1*, *Txn1*, and *Gclc*, especially in the DF population (Figure 3A). To further characterize the DF population, we generated 3 differential gene lists of the comparisons KO:DF versus wild type:PP, versus wild type:PV, and versus wild type:MZ. Pathway analysis using Metascape was performed on these gene lists. HNF4α and HNF1α were the most significantly impacted regulators (Figure 3B). Target genes of HNF4α were accessed in all Heps populations and found decreased expression in *Apob*, *Apoa2*, *Cyp227a1*, *Dio1*, *Pck1*, and *Ugt2b1* in the OGT-KO populations compared to control. Notably, the DF Heps were the most affected compared to the OGT-KO MZ and PV populations (Figure 3C). FOXO1 was another impacted factor that is known to coregulate gene expression with HNF4α^24^ and is important in metabolic zonation of the liver, particularly glucose metabolism. To investigate this further, FOXO1 target genes were interrogated in the scRNA-seq data set. Interestingly, all 3 populations in the OGT-KO Heps showed a loss of FOXO1 activity (Figure 3D). To interrogate other methods of glucose metabolism, we performed Periodic acid-Schiff staining on control and OGT-KO mice. As expected, glycogen was concentrated in the PP region in the control mice, whereas in the OGT-KO mice, glycogen storage did not show zonation, and a number of Heps exhibited complete loss of glycogen throughout the liver lobule (Figure 3E). To determine whether excess storage was due to hyperglycemia, we measured the glucose levels in the serum and found a significant decrease in the OGT-KO, indicating a flux of serum glucose to glycogen in the liver (Figure 3F). These data indicate that O-GlcNAcylation is critical for maintaining liver lobule zonation through HNF4α.

**FIGURE 3:**
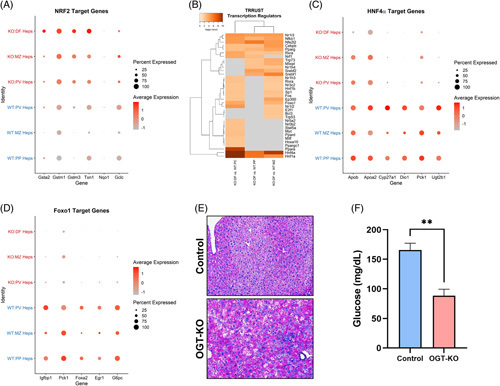
OGT-KO mice had decreased HNF4α activity and altered metabolic zonation of glycogen storage. (A) Dot plot of NRF2 target genes in each population represented in a dot plot. (B) Heatmap of the −log(*p*-value) for the altered TRRUST transcription regulators comparing the dedifferentiated hepatocytes to each control population. Gray represents no assigned *p*-value, and orange scale represents -log(*p*-value). Dot plot of (C) HNF4α and (D) FOXO1 target genes in each population, represented in a dot plot. (E) Periodic Schiff staining of livers of control and OGT-KO mice to visualize glycogen (×200 magnification). In the dot plots, the size represents the percentage of cells that express that gene, and the color represents the average expression in the cell population. (F) Bar graph of serum glucose levels in the control and OGT-KO mice. The bar represents the mean, with error bars representing SEM. Level of significance: **p<0.01 (2-tailed *t* test). Abbreviations: DF, dedifferentiated; GlcNAc, N-acetylglucosamine; Heps, hepatocytes; HNF4a, hepatocyte nuclear factor 4 alpha; KO, knockout; MZ, midzonal; OGT, O-GlcNAc transferase; PP, periportal; PV, perivenous; TRRUST, transcriptional regulatory relationships unravelled by sentence-based text-mining; WT, wild type.

The NPC populations were then subclustered to determine changes in the OGT-KO (Supplemental Figure S2A–E, http://links.lww.com/HC9/A574). The most striking differences of the NPCs were increasing infiltrating monocytes and KCs (Supplemental Figure S2B, http://links.lww.com/HC9/A574), the change in the CD4^+^ T-cell population and increased of CD8^+^ T cells (Supplemental Figure S2C, http://links.lww.com/HC9/A574), and an increase in Fcer2a^+^ B cells (Supplemental Figure S2D, http://links.lww.com/HC9/A574). Cell-cell communication analysis of the fine-labeled populations showed that the main signal transponders were Endo cells and the main signal receivers were CD8^+^ T cells (Supplemental Figure S2F, G, http://links.lww.com/HC9/A574). This indicates that Endo cells could play a role in T-cell recruitment in the OGT-KO livers.

### Depletion of O-GlcNAcylation promotes DEN-induced HCC

Next, we investigated if loss of O-GlcNAcylation promotes the development of HCC using the DEN-induced HCC model.^25^ DEN was injected into OGT-floxed mice 15 days postnatal to initiate HCC development. OGT was deleted using the AAV8 system 5 months after DEN injection, and 2 months were allowed for tumor promotion (Figure 4A). Western blot analysis confirmed a decrease in total O-GlcNAcylation and OGT in OGT-KO mice compared to their control groups (Figure 4B). Importantly, OGT-KO mice had significantly more tumors compared to the control group (Figure 4C, D), with an increased liver-weight-to-body-wight ratio and liver injury (Figure 4E, F). Hematoxylin and eosin staining showed OGT-KO livers had significant neoplasia (Figure 4G), which was deemed to be HCC based on markers such as CK8, reticulin, and glypican 3 (Figure 4H). Because our studies show that O-GlcNAcylation is required for hepatic differentiation, we determined if there is increased stemness in OGT-KO livers with tumors. qPCR analysis showed a significant increase in stemness markers, including *Nanog*, *Klf4*, *Myc*, Sox2, and *Pou5f1* (OCT4 gene), in OGT-KO livers. During chronic liver disease, HNF4α function is known to decrease.^7^ We measured expression of genes regulated either positively (*Ugt2b1*, *Dio1*, *Apoa2*, and *Ces3*) or negatively (*Ect2* and *Akr1b7*) by HNF4α and found significant decrease and increase, respectively (Figure 4J, K).

**FIGURE 4:**
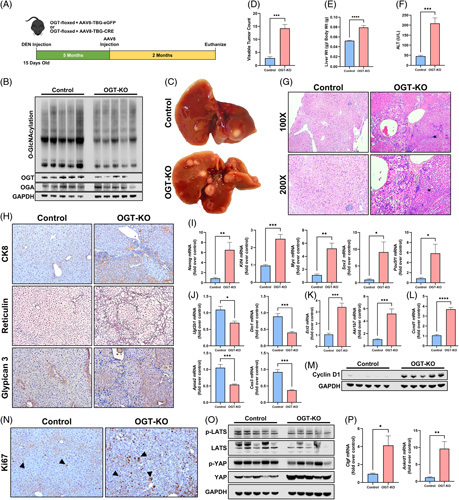
O-GlcNAcylation is an impediment to the progression of DEN-induced HCC. (A) Experimental design of DEN-induced HCC. (B) Western blot analysis of hepatic O-GlcNAcylation, OGT, and GAPDH in control and OGT-KO mice. (C) Gross photos of livers from control and OGT-KO after DEN-induced HCC. Bar graphs of visible tumor count (D), liver-weight-to-body-weight ratio (E), and serum ALT of control and OGT-KO mice (F). (G) Photomicrographs of hematoxylin and eosin of control and OGT-KO at ×100 and ×200 magnifications. (H) Tumor markers, including CK8, Reticulin, and Glypican 3, in control and OGT-KO mice (×200 magnification). Quantitative PCR (qPCR) of genes that regulate (I) hepatocyte stemness and hepatocyte nuclear factor 4 alpha upregulated (M) and downregulated target genes (N). (L) qPCR of cyclin D1, and (M) western blot analysis of the cell proliferation markers cyclin D1 and PCNA. (N) Immunohistochemistry of the proliferative marker Ki67 (200x magnification). (O) Western blot analysis of proteins involved in the YAP signaling pathway. (P) qPCR of YAP target genes. For qPCR, values were normalized to 18s then to the control group. Bars represent mean, with error bars representing the SEM. Arrow and arrowheads indicate dysplastic nodule and proliferating hepatocyte, respectively. Levels of significance: ****p<0.0001; ***p<0.001; **p<0.01; *p<0.05 (2-tailed t-test). Abbreviations: DEN, diethylnitrosamine; GlcNAc, N-acetylglucosamine; KO, knockout; OGA, O-GlcNAcase; OGT, O-GlcNAc transferase; PCNA, proliferating cell nuclear antigen; TBG, thyroxine-binding globulin.

To determine the extent of cell proliferation, we measured the expression of cyclin D1 and found that it was significantly upregulated in OGT-KO mice (Figure 4L). This was corroborated by increased protein levels of cyclin D1, with a slight increase in proliferating cell nuclear antigen in OGT-KO mice (Figure 4M). IHC of Ki67 showed an increase in Heps proliferation, as well as NPC proliferation (Figure 4N). To investigate the mechanisms of increased DEN-induced carcinogenesis in OGT-KO mice, we investigated wingless protein, protein kinase B, and extracellular signal-regulated kinases signaling, and the Hippo Kinase pathway, all of which is known to be activated in HCC. Western blot analysis showed a significant decrease in extracellular signal-regulated kinases and protein kinase B activity (Supplemental Figure S3A, B, http://links.lww.com/HC9/A575). No changes were exhibited in either phosphorylated ß-catenin (inactive) or unphosphorylated ß-catenin (active) (Supplemental Figure S3C, http://links.lww.com/HC9/A575). qPCR of ß-catenin target genes showed no changes in *Axin2* and a significant suppression of *Cyp2e1* and *Glul* (Supplemental Figure S3D, http://links.lww.com/HC9/A575). Lastly, we found a decrease in phosphorylated LATS and phosphorylated Yap but an increase in total Yap in OGT-KO mice compared to control mice (Figure 4O). qPCR on YAP target genes (*Ctgf* and *Ankrd1*) corroborated the YAP activity data (Figure 4P). These data indicated that proliferation is governed by YAP signaling. OGT-KO mice exhibited a significant induction in the proinflammatory markers *Adgre1*, *Tnfa*, and *Il6*, inflammatory nodules, and NFκB signaling (Figure 5A–C). qPCR on profibrotic genes (*Tfgb1*, *Des*, *Acta2*, *Col1a1*, *Col1a2*, and *Col1a3*) was performed and found a significant induction in OGT-KO mice, which was corroborated by alpha smooth muscle actin IHC and Picrosirius red staining (Figure 5D–F).

**FIGURE 5:**
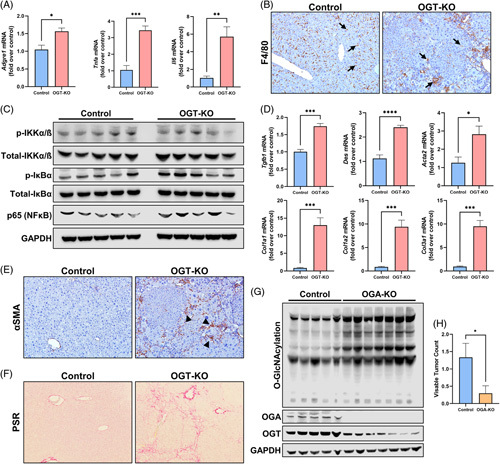
OGT-KO exhibited increased inflammation and fibrosis during the promotion of DEN-induced HCC. (A) qPCR of proinflammatory markers (*Adgre1*, *Tnfa*, and *Il6*). (B) Immunohistochemistry of F4/80. (C) Western blot analysis of NFkB pathway including phosphorylated/total Ikka/b, phosphorylated/total IkkBα, p65, and GAPDH. (D) qPCR of profibrotic genes (*Tgfb1*, *Des*, *Acta2*, *Col1a1*, *Col1a2*, and *Col3a1*). (E) Immunohistochemistry of αSMA and (F) picrosirius red staining in OGT-KO mice and controls. (G) Western blot analysis of total hepatic O-GlcNAcylation, OGT, and OGT from OGA-KO and controls treated with DEN. Bar graph for OGA-KO and control of (H) visible tumor counts. Photomicrographs are 200x magnification. Bars represent mean, with error bars indicating SEM. Level of significance: ****p<0.0001; ***p<0.001; **p<0.01; *p<0.05 (Two-tailed t-test). Abbreviations: αSMA, alpha smooth muscle actin; GlcNAc, N-acetylglucosamine; KO, knockout; OGA, O-GlcNAcase; OGT, O-GlcNAc transferase; PSR, Picrosirius red.

To determine the effect of increased O-GlcNAcylation on HCC progression, we repeated the experiments in OGA-floxed mice (Figure 5G and Supplemental Figure S4A, http://links.lww.com/HC9/A576). We observed a striking reduction in visible tumors in the DEN-treated OGA-KO mice (Supplemental Figure S4B, http://links.lww.com/HC9/A576). However, there was no significant difference in liver-weight-to-body ratio, liver injury, histological changes, HCC markers, or cell proliferation between OGA-KO and control mice treated with DEN (Figure 5H and Supplemental Figure S4C–K, http://links.lww.com/HC9/A576). Additionally, OGA-KO mice did not have changes in inflammation or fibrosis (Supplemental Figure S5A–D, http://links.lww.com/HC9/A577).

### Hepatic O-GlcNAcylation levels decrease in chronic liver disease progression in humans

Western blot analysis using human liver samples of normal, steatosis, NASH, cirrhosis, and HCC showed a progressive decline in total O-GlcNAcylation (Figure 6A). Cirrhosis and HCC were significantly less than the controls whereas steatosis and NASH trended to be less. There was no difference in OGT protein levels in healthy, steatosis, and NASH samples, but OGT was significantly decreased in HCC samples compared to controls. IHC of O-GlcNAcylation in human liver samples of NASH or NASH + cirrhosis corroborated that O-GlcNAcylation is maintained in NASH without cirrhosis but is decreased in NASH with cirrhosis (Figure 6B). IHC of O-GlcNAcylation on tissue microarrays containing normal and HCC samples showed decreased O-GlcNAcylation and OGT in HCC (Figure 6C, D). Taken together, these data indicate that O-GlcNAcylation is lost during late-stage liver disease.

**FIGURE 6:**
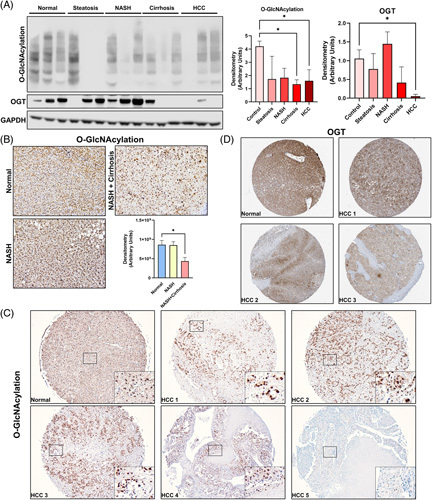
O-GlcNAcylation is lost during the progression of liver disease. (A) Western blot analysis of human liver samples for total O-GlcNAcylation, OGT, and the housekeeping protein GAPDH with corresponding densitometry. (B) Immunohistochemistry of total O-GlcNAcylation of livers from healthy, NASH, and NASH with cirrhosis human liver tissue. Immunohistochemistry of O-GlcNAcylation of HCC and normal human samples derived from tissue microarray (C) and OGT derived from the human protein atlas (D). Levels of significance: *p<0.05 (ANOVA). Abbreviations: GlcNAc, N-acetylglucosamine; OGT, O-GlcNAc transferase.

## DISCUSSION

O-GlcNAcylation is involved in a plethora of cellular processes, such as metabolism, proliferation, and cell differentiation.^1^ Because of its critical role in cellular functions, dysregulation of O-GlcNAcylation is known to be involved in diseased states, such as inflammation and fibrosis, both of which are hallmarks of HCC. In this study, we found that Heps-specific OGT-KO resulted in a loss of Heps differentiation and disruption in metabolic liver zonation. Further, we found that Heps-specific loss of OGT results in promotion of carcinogen-induced HCC, while OGA-KO mice, with higher hepatic O-GlcNAcylation, are protected from HCC development.

Studies have found that increased O-GlcNAcylation is a driver of HCC progression.^6,26–29^ Because our data contradict the hypothesis that increased O-GlcNAcylation is a promoter of HCC, we repeated DEN-induced HCC in OGA-KO mice. Interestingly, we found that increased hepatic O-GlcNAcylation had fewer visible tumors compared to their respective controls, indicating protection against HCC progression. However, no differences were exhibited in cell proliferation markers compared to the control group. The HCC model we implied was only 7 months after DEN injections with only 2 months of OGA deletion. This is a relatively short period to allow HCC to develop. We suspect that this was the reason the OGA-KO lacked significant changes in cell proliferation markers. Future studies should be done to promote the expansion of HCC in OGA-KO and control mice and using longer timepoints to determine the extent of HCC progression by increasing O-GlcNAcylation.^30^

Single-cell technologies have become more widely used to study the liver in different states.^17,31–33^ It is well established that the liver is metabolically zonated, particularly Heps, which show distinct molecular patterns linked to their metabolic function.^34^ To classify these Heps, markers for specific zones, either more PV- or PP-like Heps, have been determined.^17,35^ We used single-cell technologies to interrogate the effect of a chronic 5-week depletion of O-GlcNAcylation in Heps. At a single-cell level, very few Heps overlapped (between control and OGT-KO) using unsupervised clustering methods, indicating substantial transcriptome changes. This high-resolution sequencing data illustrate that not only O-GlcNAcylation affect Heps differentiation, but it also affected PP Heps at a greater magnitude compared to PV Heps at the transcriptional level. This is likely attributed to the loss of HNF4α in OGT-KO Heps populations. It is well established that loss of HNF4α leads to the dedifferentiation of Heps into hepatoblast-like cells, allowing them to be in a more proliferative state.^36^ Past studies from our lab showed that HNF4α levels need to decrease for Heps to proliferate and chronic lack of HNF4α leads to liver disease progression.^7,36,37^ Interestingly, after two-third partial hepatectomy in OGT-KO mice, HNF4α levels are lost during liver regeneration, leading to a DF phenotype.^2^ HNF4α is known to upregulate PP genes while suppressing PV features in PP populations.^38^ Conversely, in the PV region, HNF4α is suppressed by LEF1, a WNT-regulated gene, to prevent PP features. A functional example is that HNF4α and FOXO1 are known to coregulate glycogen metabolism, which is metabolically zonated.^24^ Our data show that glycogen storage is no longer localized in the PP region but exists throughout the liver lobule. These data illustrate that O-GlcNAcylation is critical in the maintenance of hepatic differentiation and metabolic zonation by maintaining HNF4α levels.

Additionally, HNF4α is a key event in the development of HCC.^7^ HCC often manifests as a degenerative phenotype, becomes more severe, and eventually leads to liver failure.^7^ The pathogenesis of HCC is complex and varies among individuals. One mechanism that we propose that contributes to the development of HCC is the loss of O-GlcNAcylation, which leads to the loss of HNF4α. Our data are consistent with studies in which people with cirrhosis had decreased O-GlcNAcylation compared to healthy individuals.^5^ This is further sustained in those who develop HCC. However, other studies have shown that O-GlcNAcylation levels can be diverse in people with HCC, suggesting that both increased and decreased levels of O-GlcNAcylation may contribute to the development of HCC in individuals with liver disease.^39^

Interesting, we do see a discrepancy between the relationship between OGT and O-GlcNAcylation in human liver disease progression. The intricate control of O-GlcNAcylation extends beyond the mere modulation of OGT and OGA enzyme levels. We propose that this discrepancy can be attributed to the intracellular concentrations of UDP-GlcNAc. The regulation of UDP-GlcNAc is intricately influenced by the concentrations of metabolites involved in diverse pathways, such as glucose, nucleotide, fatty acid, and protein metabolism.^40^ Consequently, alterations in the levels of these metabolites have the potential to perturb UDP-GlcNAc concentrations, thereby instigating global changes in O-GlcNAcylation.^41^

Studies on the role of O-GlcNAcylation have used either *in vitro* ^3,4,39^ or xenograft models.^3,39^ Our data obtained using cell-specific OGT and OGA-KO *in vivo* illustrate that the lack of hepatic O-GlcNAcylation was more severe than increased O-GlcNAcylation. Decreased O-GlcNAcylation led to significant induction in the progression of HCC. Our data show that OGT-KO mice have significant injury, inflammation, fibrosis, disruption of metabolic zonation, and DF Heps, all of which are exhibited in HCC progression.^38,42,43^ This could be explained by a multitude of factors. Models knocking out OGT in Heps and biliary cells exhibit an induction of necroptosis, causing liver injury and inflammation.^5^ Additionally, O-GlcNAcylation is found to regulate serum response factor, which leads to the activation of HSCs and fibrosis.^44^ Additionally, our data corroborate other studies showing that O-GlcNAcylation is a critical regulator of cell proliferation.^2,45–47^ Further, our data exhibited increased stemness gene expression, indicating a more stem cell–like identity. HNF4α, hepatic master regulator, activity was also significantly downregulated. Both are signs of cell proliferation potential. Multiple pathways in the liver can govern cell proliferation. We found increased activity of YAP signaling, indicating the primary driver of proliferation, with no inductions in β-catenin, extracellular signal-regulated kinases, and protein kinase B signaling. The YAP regulation of O-GlcNAcylation is controversial. Two O-GlcNAcylation sites have currently been mapped to YAP, serine (Ser)127, and threonine (Thr)241. Interestingly, one site is thought to inhibit HCC progress (Ser127), while the other enhances disease progression (Thr241).^3,48^ Both modifications act by increasing the translocation and activity of YAP; however, each seems to have a different role. Ser127 leads to increased cell proliferation and survival, whereas Thr241 modification allows YAP to upregulate the transferrin receptor, promoting cell death through ferroptosis. One possible explanation for why it contributes to cell proliferation in our models is that HNF4α and YAP activities are intertwined.^49–51^ One mechanism proposed is that HNF4α competes with YAP in heterodimerization with TEAD4, inhibiting YAP activity.^51^ This indicates that a lack of HNF4α, triggered due to lack of O-GlcNAcylation, would cause an induction of YAP activity, leading to HCC progression.

In summary, these data show that the loss of O-GlcNAcylation is critical in maintaining hepatic differentiation and liver zonation. Loss of hepatic differentiation and increased cell death further promote inflammation and fibrosis, ultimately promoting HCC progression. While increasing hepatic O-GlcNAcylation had no effect on hepatic differentiation or HCC promotion. These data indicate that increasing O-GlcNAcylation could be a novel therapeutic strategy for chronic liver diseases, especially HCC.

## Supplementary Material

SUPPLEMENTARY MATERIAL

# Supplementary material for: The essential role of O-GlcNAcylation in hepatic differentiation
**Source:** Hepatol Commun. 2023 Nov 6;7(11):e0283. doi: 10.1097/HC9.0000000000000283
**Supplement:** SUPPLEMENTARY MATERIAL

**Robarts et al,**

**Supplementary Materials**

**Hepatology Communications**

**
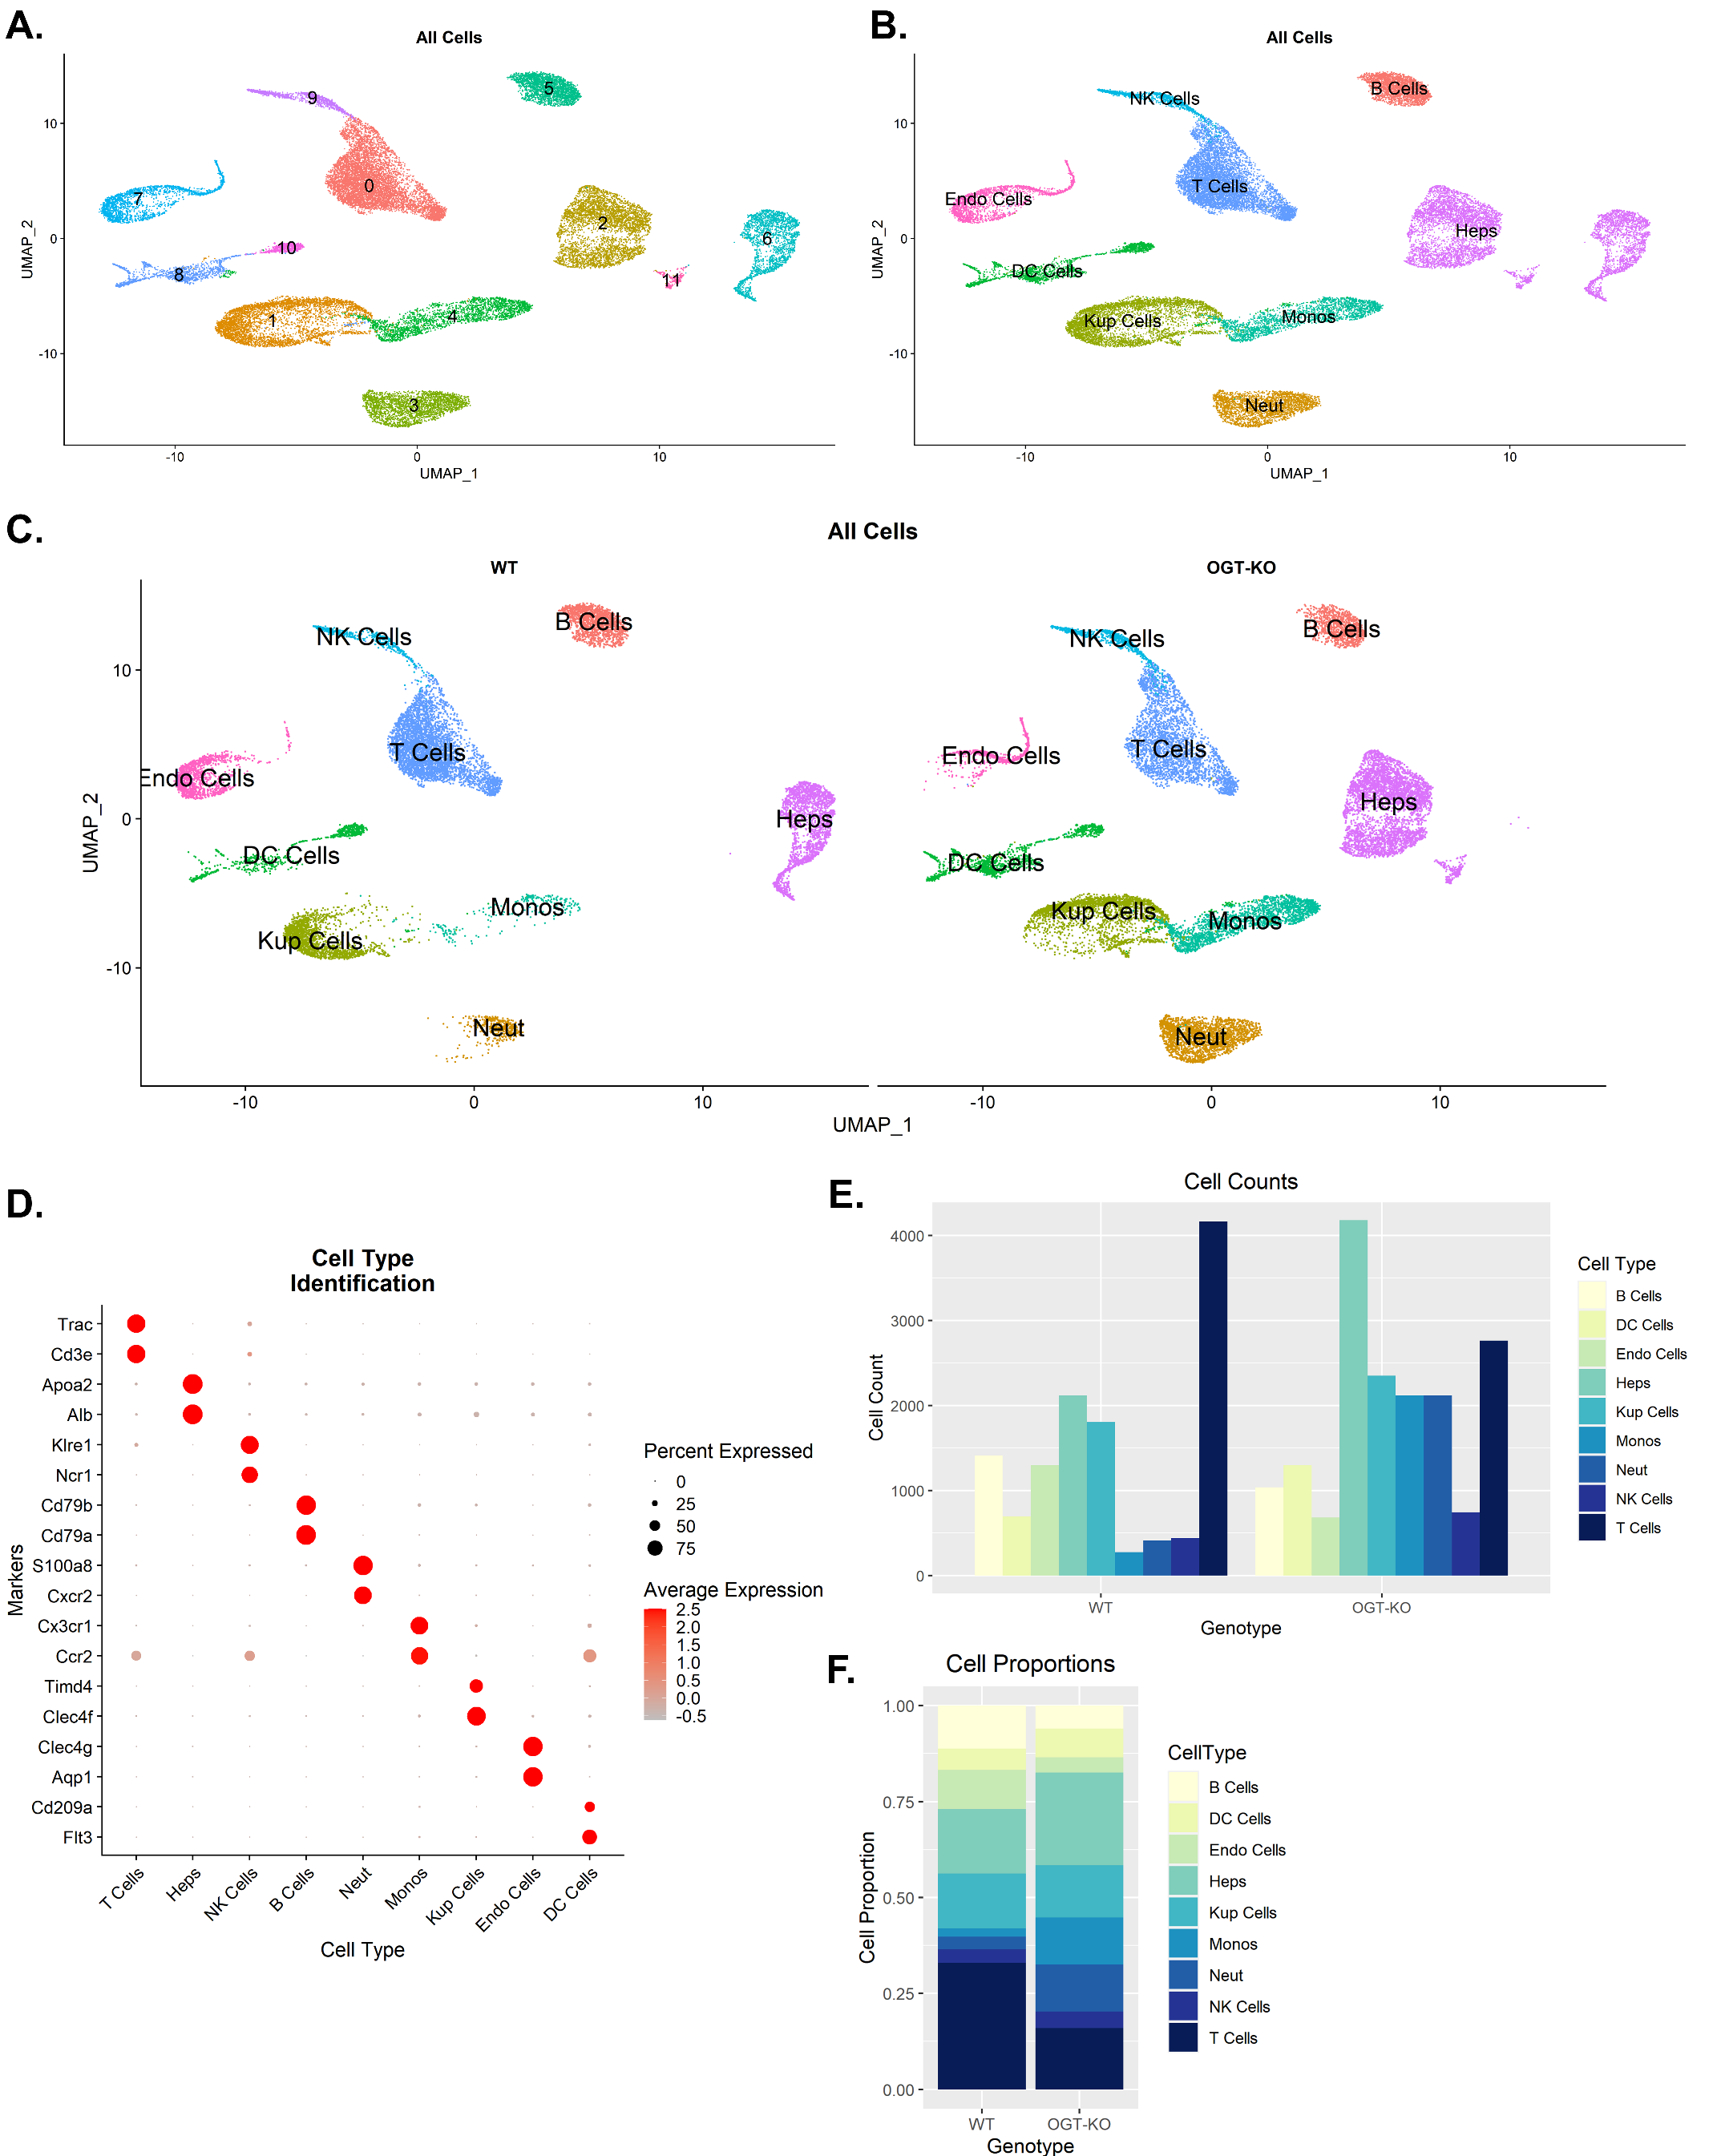
**

## **Figure S1. Single-cell RNA-sequencing cell type identification.**

UMAP of unsupervised clustering with (A) cluster identification number and (B) annotated clusters for OGT-KO and control samples. (C) A split UMAP of annotated clusters between control and OGT-KO. (D) Dot plot showing expression levels and percentage of population expressing two representative markers, which was used to annotate each cell type. Bar graph of (E) total number of cells in each population with (F) respective proportions.

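The dot plot of Figure S1D carries measures of each marker gene in each cell type: the color gives its average expression and the size of the dot the percentage of cells in which it was detected. The pair of markers shown for each type is Trac and Cd3e for T cells, Apoa2 and Alb for hepatocytes, Klre1 and Ncr1 for natural killer cells, Cd79b and Cd79a for B cells, S100a8 and Cxcr2 for neutrophils, Cx3cr1 and Ccr2 for monocytes, Timd4 and Clec4f for Kupffer cells, Clec4g and Aqp1 for endothelial cells, and Cd209a and Flt3 for dendritic cells. The bar graph of Figure S1E gives the number of cells in each population, and that of Figure S1F the proportions. Both depend on which cells were captured and which were kept after filtering. Parenchymal and nonparenchymal cells were separated by centrifugation, and their data were cleaned independently before they were merged. The paper states that HSCs were not captured.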

# Supplementary material for: The essential role of O-GlcNAcylation in hepatic differentiation
**Source:** Hepatol Commun. 2023 Nov 6;7(11):e0283. doi: 10.1097/HC9.0000000000000283
**Supplement:** SUPPLEMENTARY MATERIAL

**Robarts et al,**

**Supplementary Materials**

**Hepatology Communications**

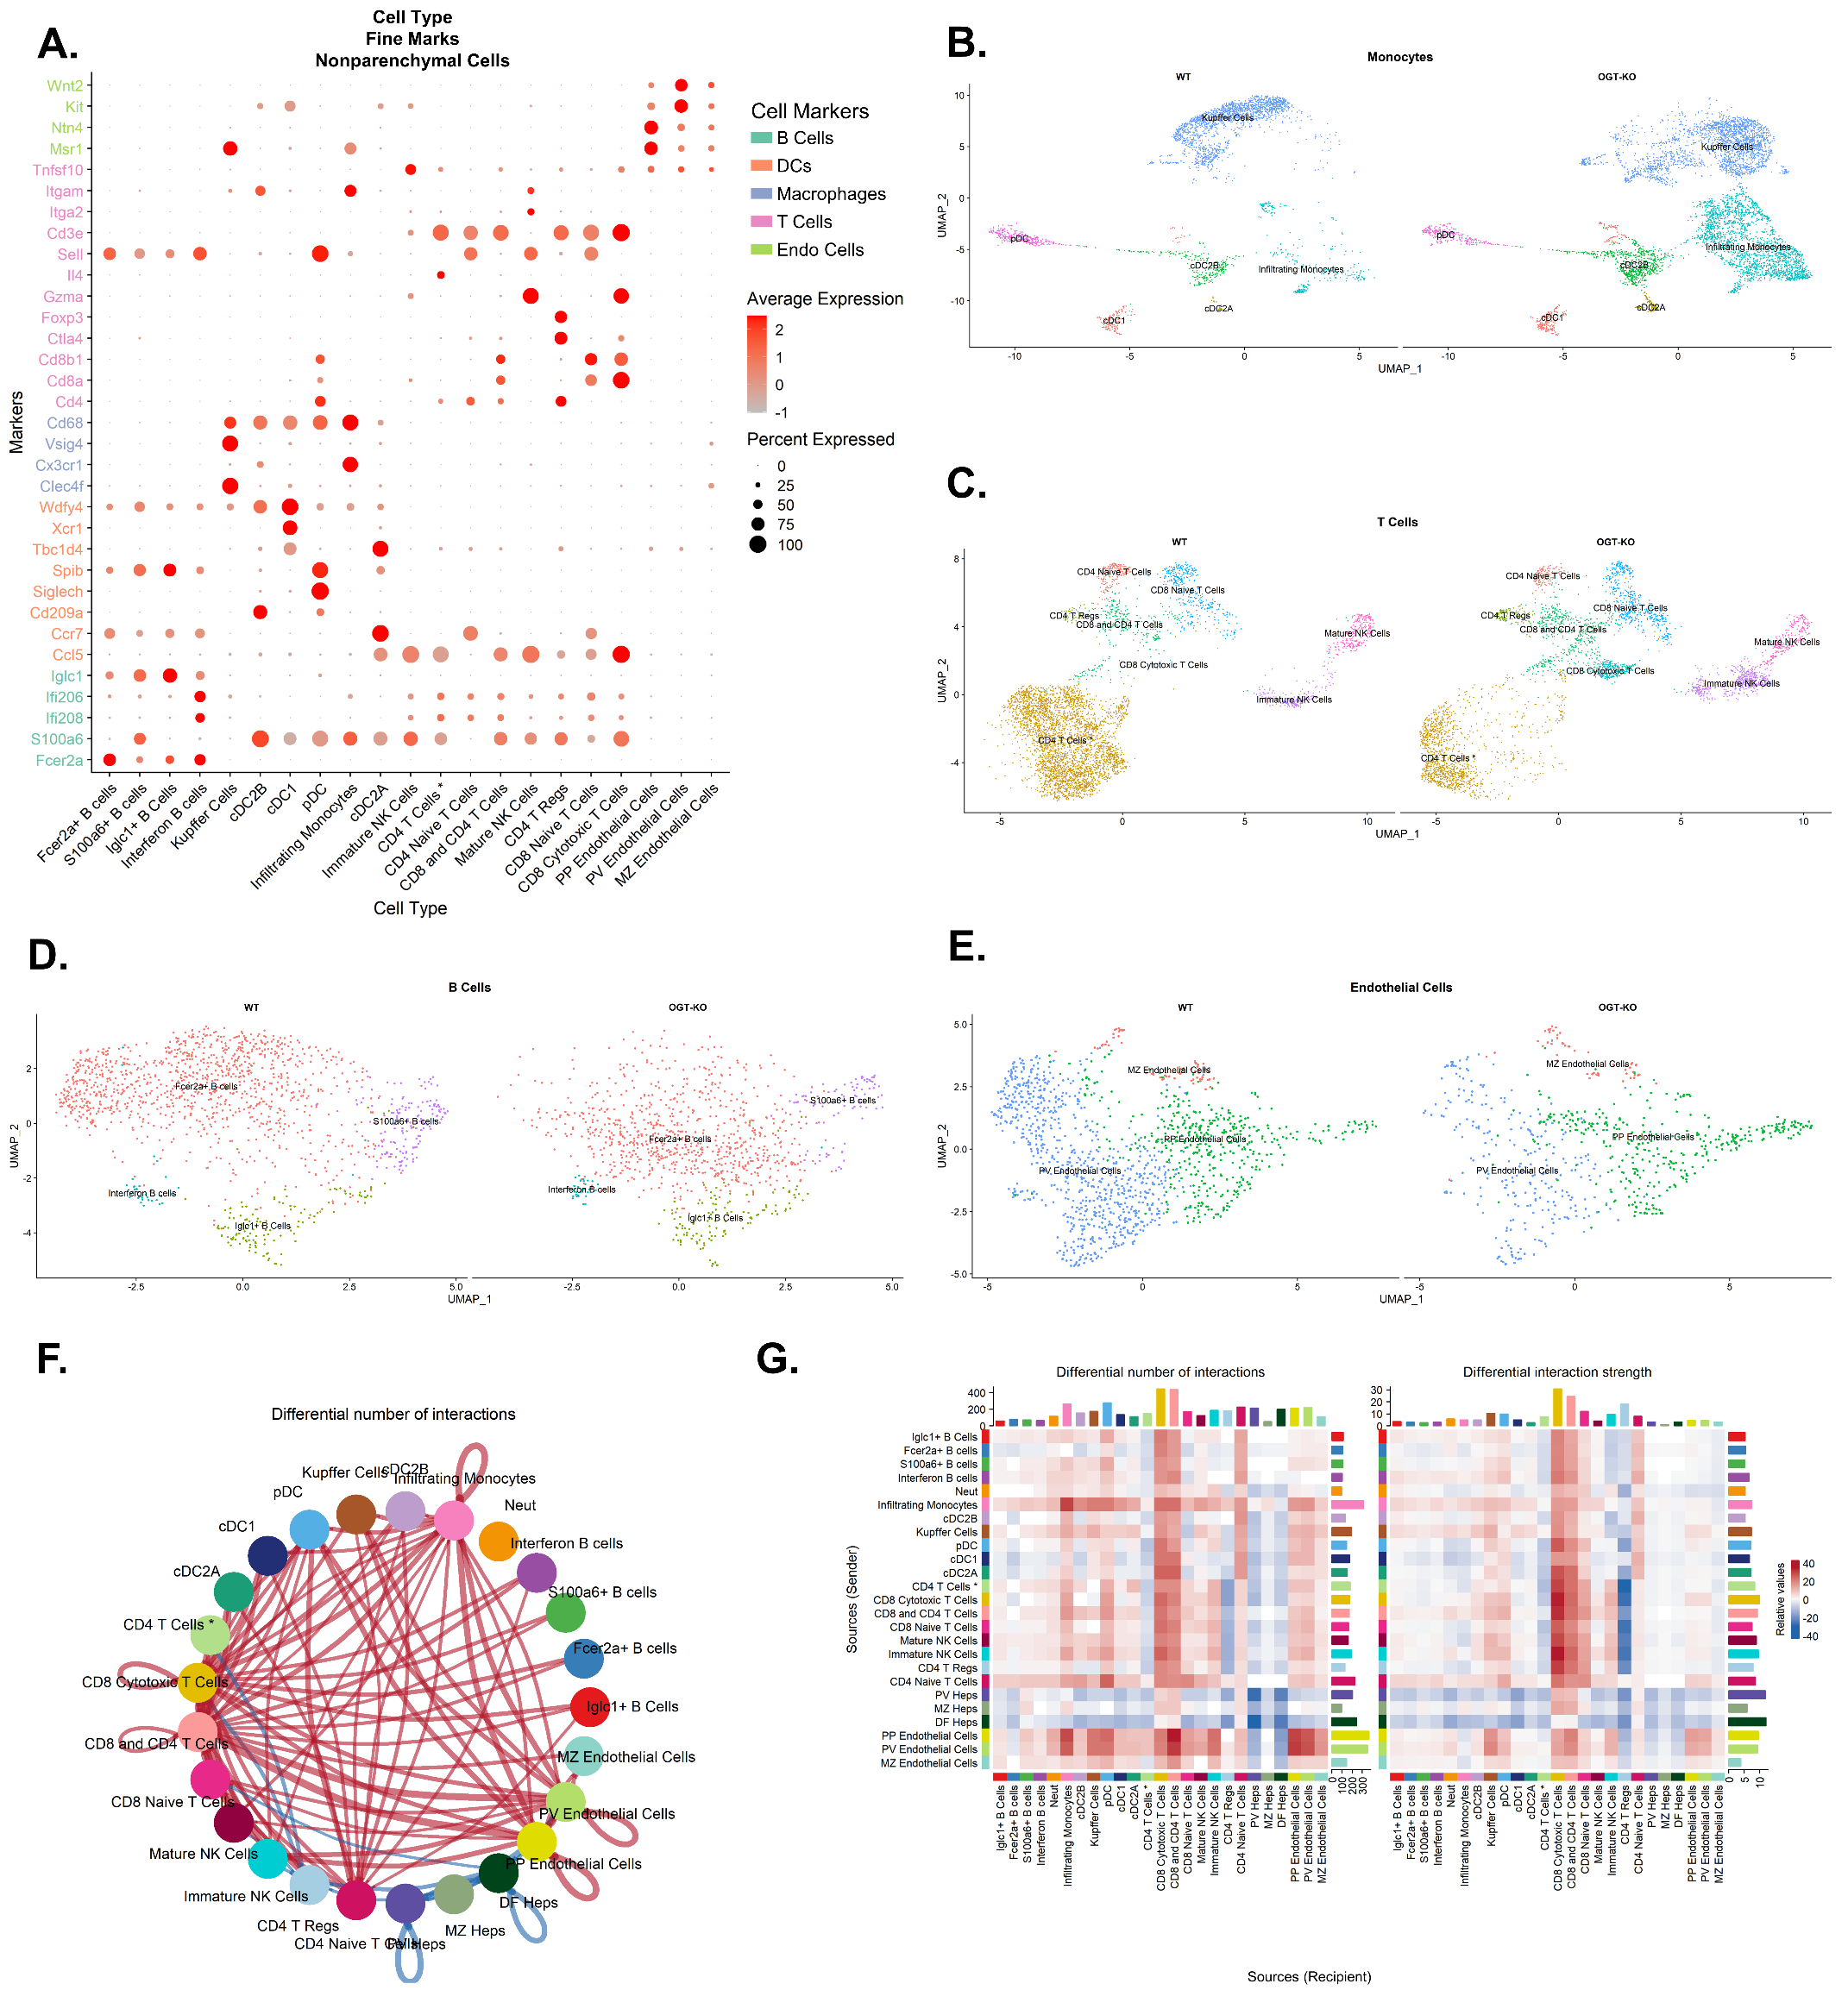

## **Figure S2. OGT-KO NPC populations significantly changed in the OGT-KO mice.**

(A) Dot plot of fine cell-type markers. The color of the dot represents the expression level, and the size of the dot represents the percentage of cells expressing the marker. Gene name color represents the larger category of cell types. UMAP of subcluster with fine labels of (B) monocytes, (C) t-cells, (D) B-cells, and (E) endothelial cells. (F) Cord diagram of predictive interaction between populations defined by fine cell type. Red and blue connections represent increased and decreased signaling in OGT-KO, respectively. Size of the connection indicates the number of cell-cell interactions. (G) Heatmap of differential number of interactions and interaction strength. Color scale represents increased (red) and decreased (blue) signals in OGT-KO mice compared to the control. Side bar graphs represent the sum of outgoing signals for the number and strength of interactions per cell type. 

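The chord diagram of Figure S2F and the heatmap of Figure S2G come from CellChat, which the paper ran with its standard workflow and its mouse interaction database. The interactions are predictions made from the single-cell RNA-seq data. In the heatmap, the rows are the sending populations and the columns the receiving populations, and the number and the strength of the interactions are drawn separately. Both are shown as a difference between OGT-KO and control, so a red cell is a pair of populations with more or stronger predicted signaling in OGT-KO.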

The top columns represent the sum of incoming signals for the number and strength of interactions per cell type.

# Supplementary material for: The essential role of O-GlcNAcylation in hepatic differentiation
**Source:** Hepatol Commun. 2023 Nov 6;7(11):e0283. doi: 10.1097/HC9.0000000000000283
**Supplement:** SUPPLEMENTARY MATERIAL

**Robarts et al,**

**Supplementary Materials**

**Hepatology Communications**

**
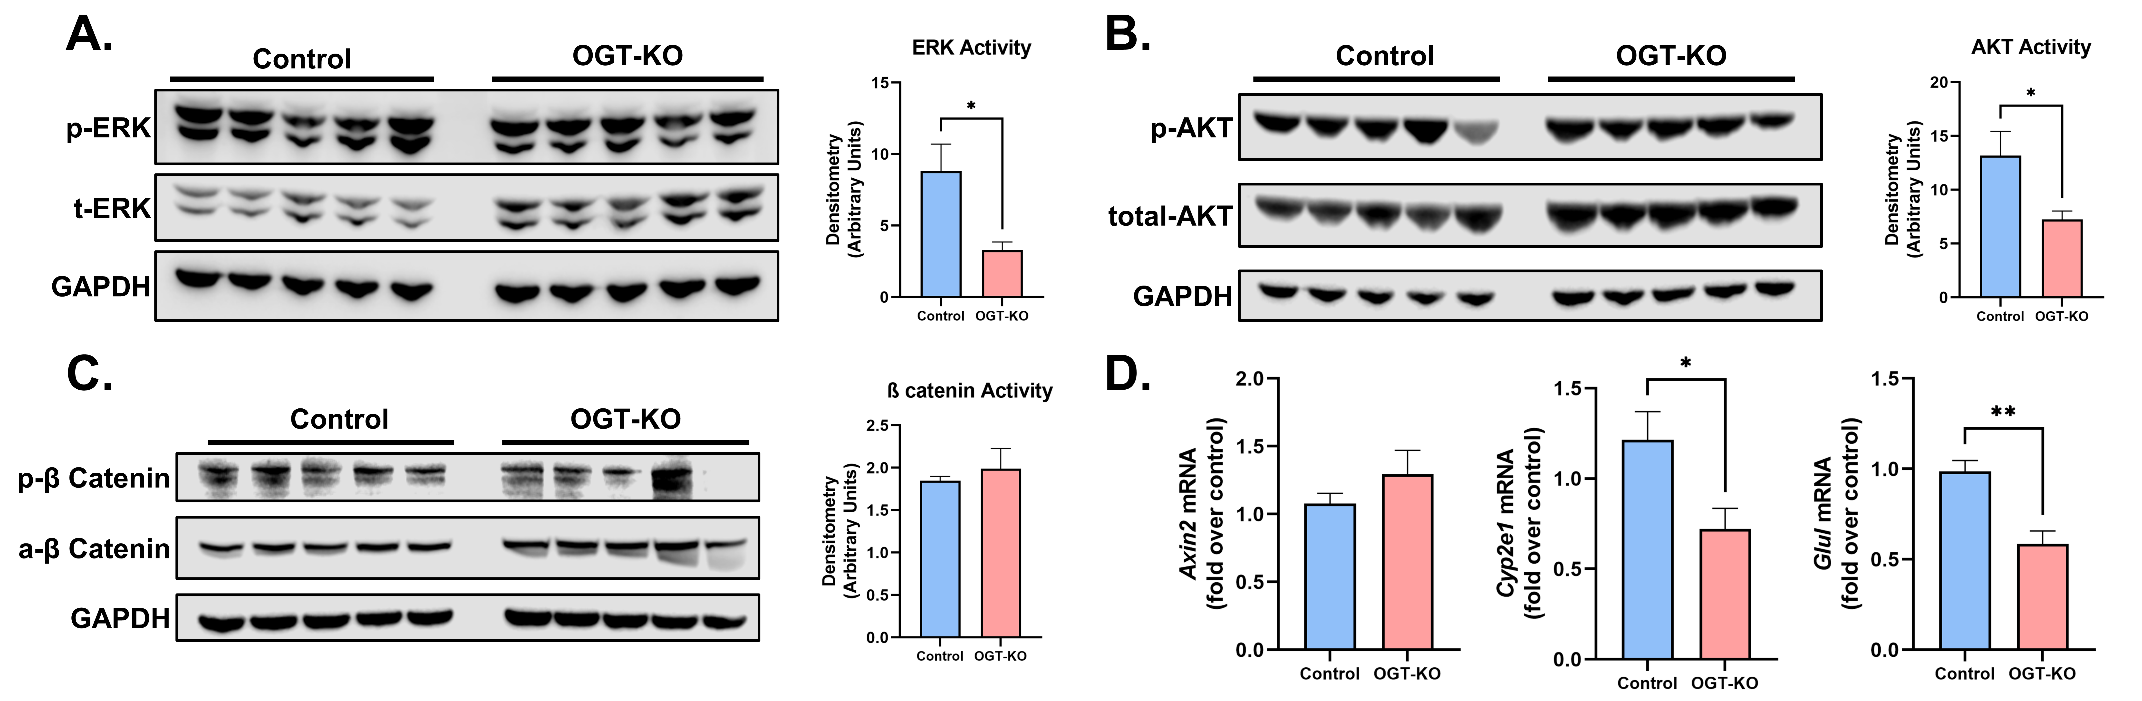
**

## **Figure S3. ERK, AKT, p38 and ß-catenin did not contribute to cell proliferation after DEN-induced HCC in OGT-KO mice.**

Western blot of (A) phosphorylated ERK and total ERK, (B) phosphorylated AKT and total AKT, and (C) phosphorylated ß-catenin and active ß-catenin (non-phosphorylated) with their respective quantification of activity. (D) qPCR of ß-catenin target genes normalized to 18s. Bars represent mean with error bars SEM. Level of significance: **p < 0.01; *p < 0.05 (Two-tailed t-test)

# Supplementary material for: The essential role of O-GlcNAcylation in hepatic differentiation
**Source:** Hepatol Commun. 2023 Nov 6;7(11):e0283. doi: 10.1097/HC9.0000000000000283
**Supplement:** SUPPLEMENTARY MATERIAL

**Robarts et al,**

**Supplementary Materials**

**Hepatology Communications**

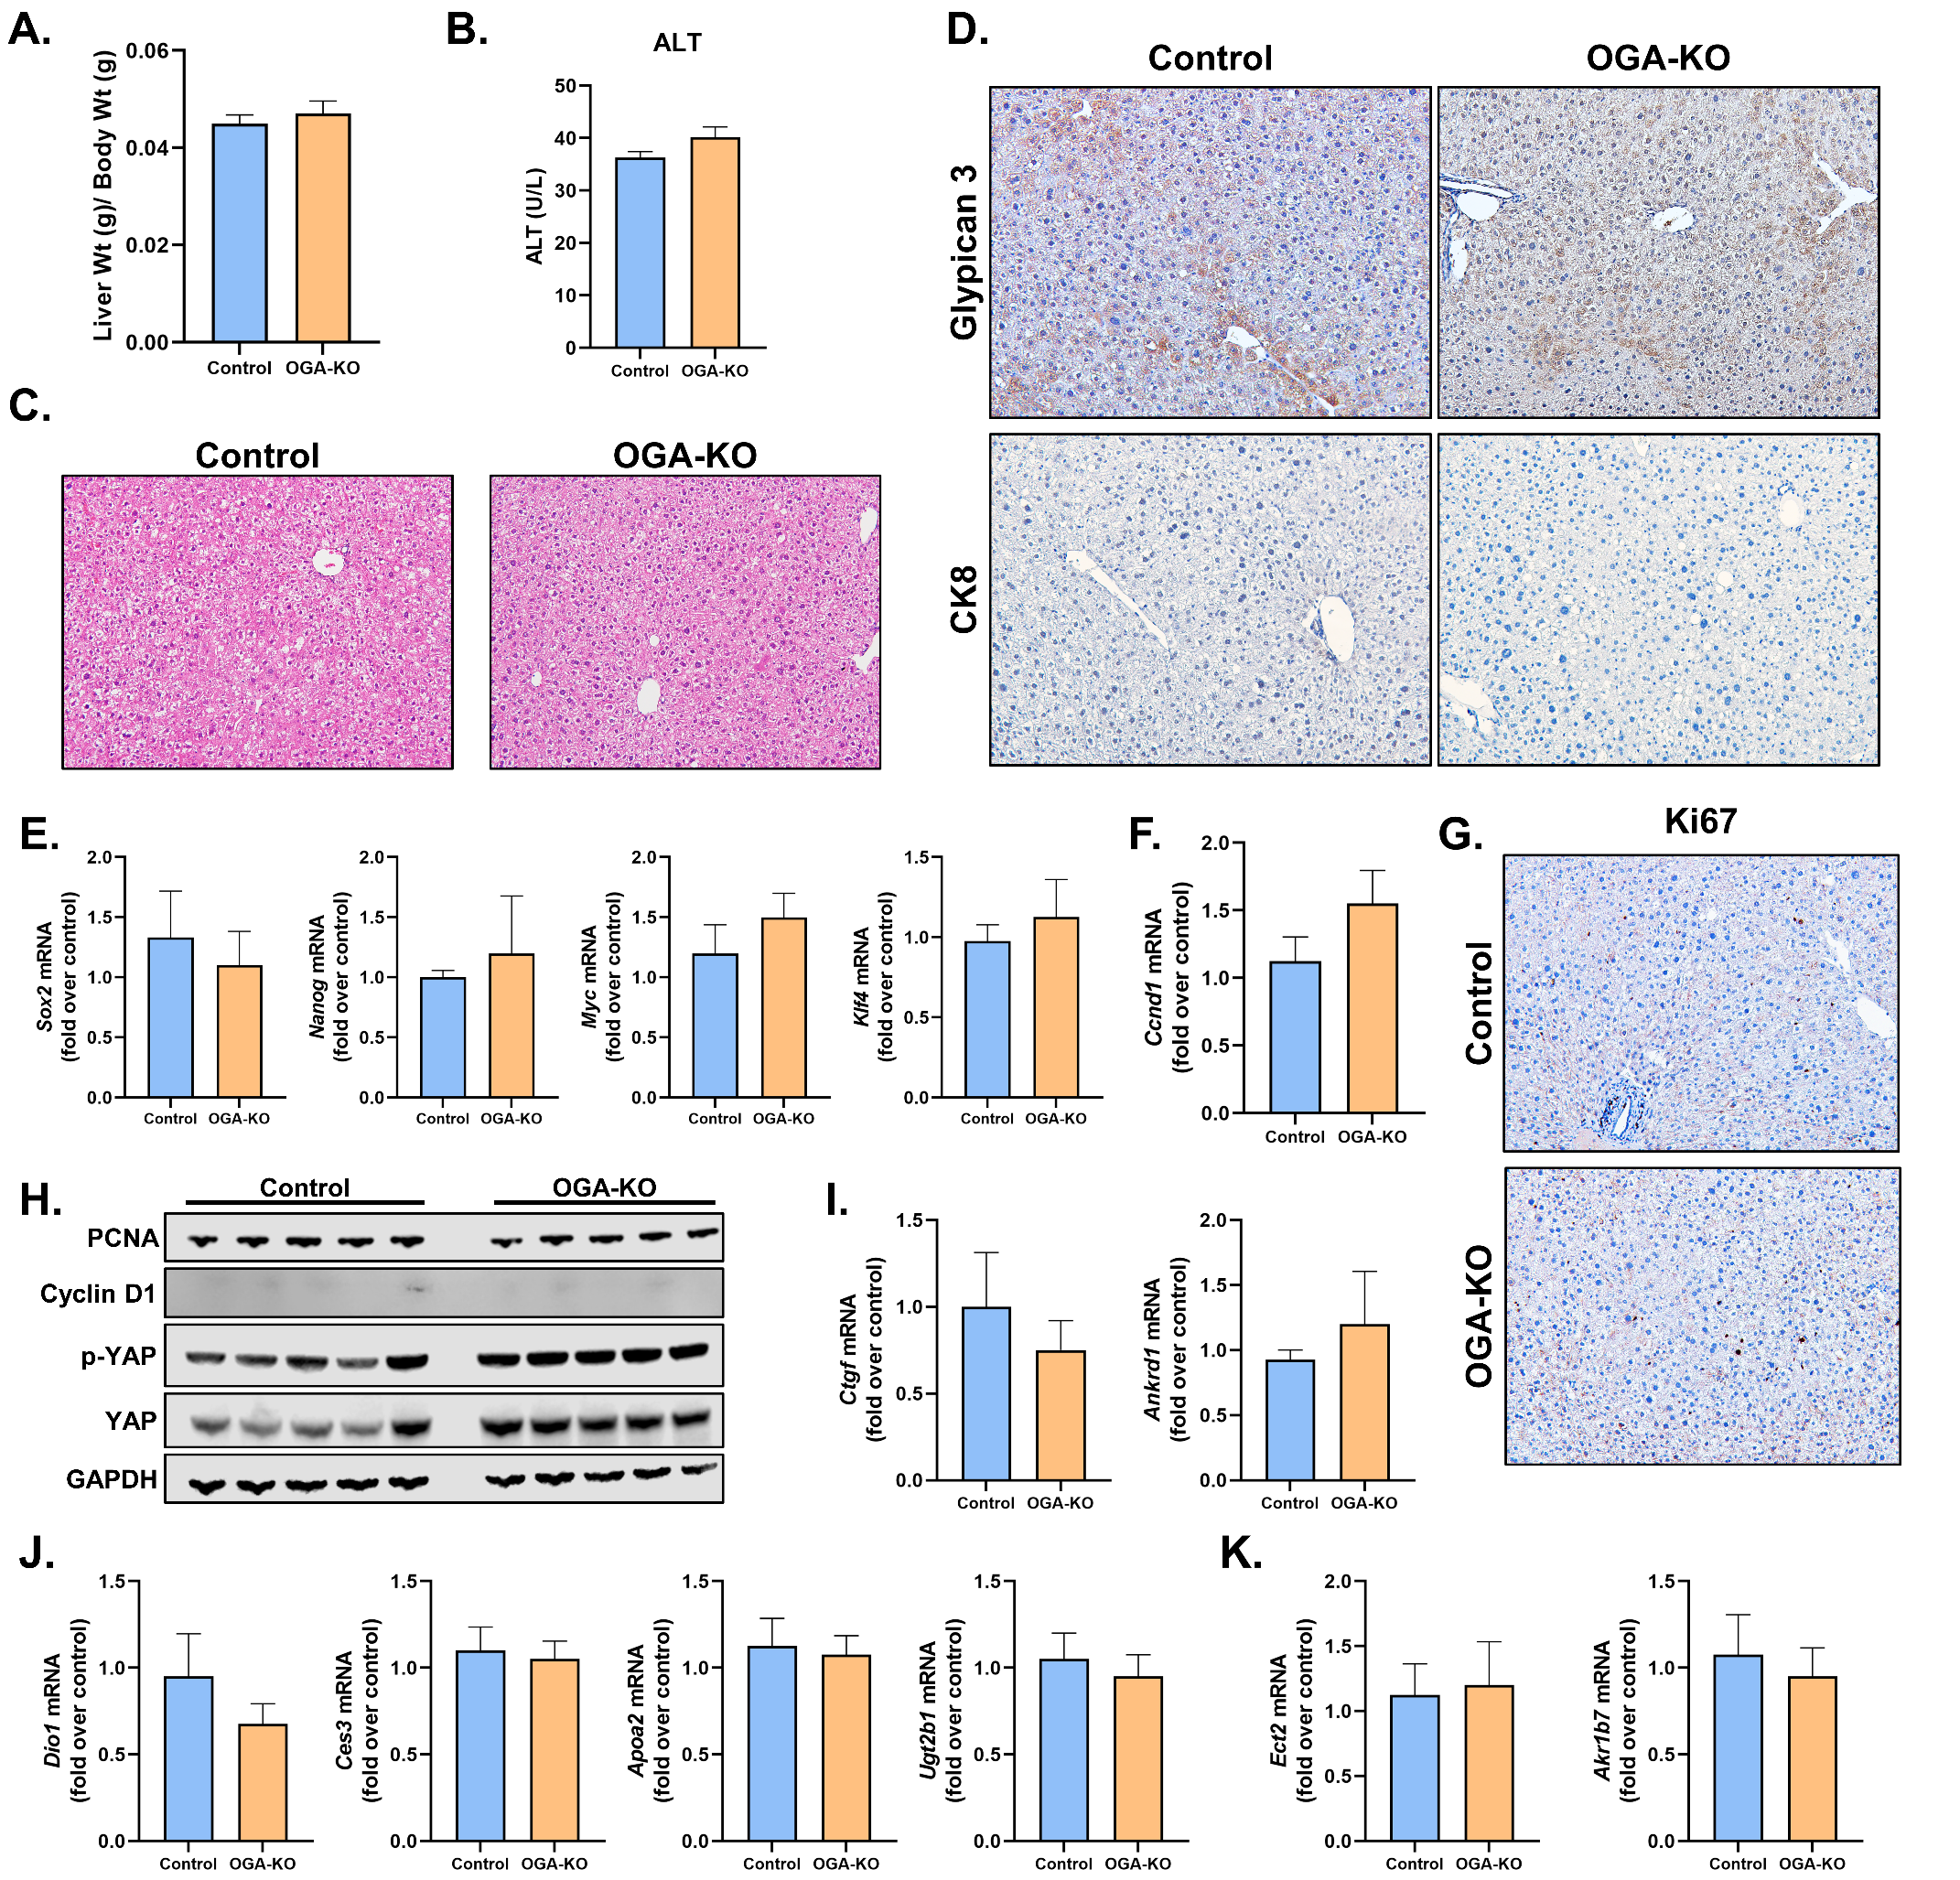

## **Figure S4. OGA-KO mice showed no significant changes in dedifferentiation and cell proliferation after DEN-induced HCC.**

Bar graphs for (A) liver-weight-to-body-weight ratio and (B) serum ALT levels. Photomicrographs of (C) H&E and (D) IHC of HCC markers Glypican 3 and CK8. qPCR of (E) stemness markers (*Sox2*, *Nanog*, *Myc*, and *Klf4*) and (F) *Ccnd1*. (G) IHC for the cell proliferation marker Ki67. (H) Western blot analysis of cell proliferation markers PCNA, cyclin D1, YAP, and phosphorylated yap. qPCR of (I) YAP target genes (*Ctgf* and *Ankrd1*) and gene (J) positively (*Dio1*, *Ces3*, *Apoa2*, and *Ugt2b1*) and (K) negatively (*Ect2* and *Akr1b7*) regulated by HNF4α. 

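The qPCR panels of Figure S4 use the primers listed in Supplemental Table S2, and each group of genes is a readout of a process that was also measured in the OGT-KO mice. Ctgf and Ankrd1 are read as targets of YAP. Dio1, Ces3, Apoa2 and Ugt2b1 are read as genes that HNF4α regulates positively, and Ect2 and Akr1b7 as genes that it regulates negatively. Mice in this figure were treated with diethylnitrosamine as pups. Months later, OGA was deleted in hepatocytes of the OGA-KO mice with AAV8-TBG-Cre, and the controls received AAV8-TBG-EGFP.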

In bar graphs, the bar represents the mean and error bars SEM. Level of significance: *p < 0.05 (Two-tailed t-test)

# Supplementary material for: The essential role of O-GlcNAcylation in hepatic differentiation
**Source:** Hepatol Commun. 2023 Nov 6;7(11):e0283. doi: 10.1097/HC9.0000000000000283
**Supplement:** SUPPLEMENTARY MATERIAL

**Robarts et al,**

**Supplementary Materials**

**Hepatology Communications**

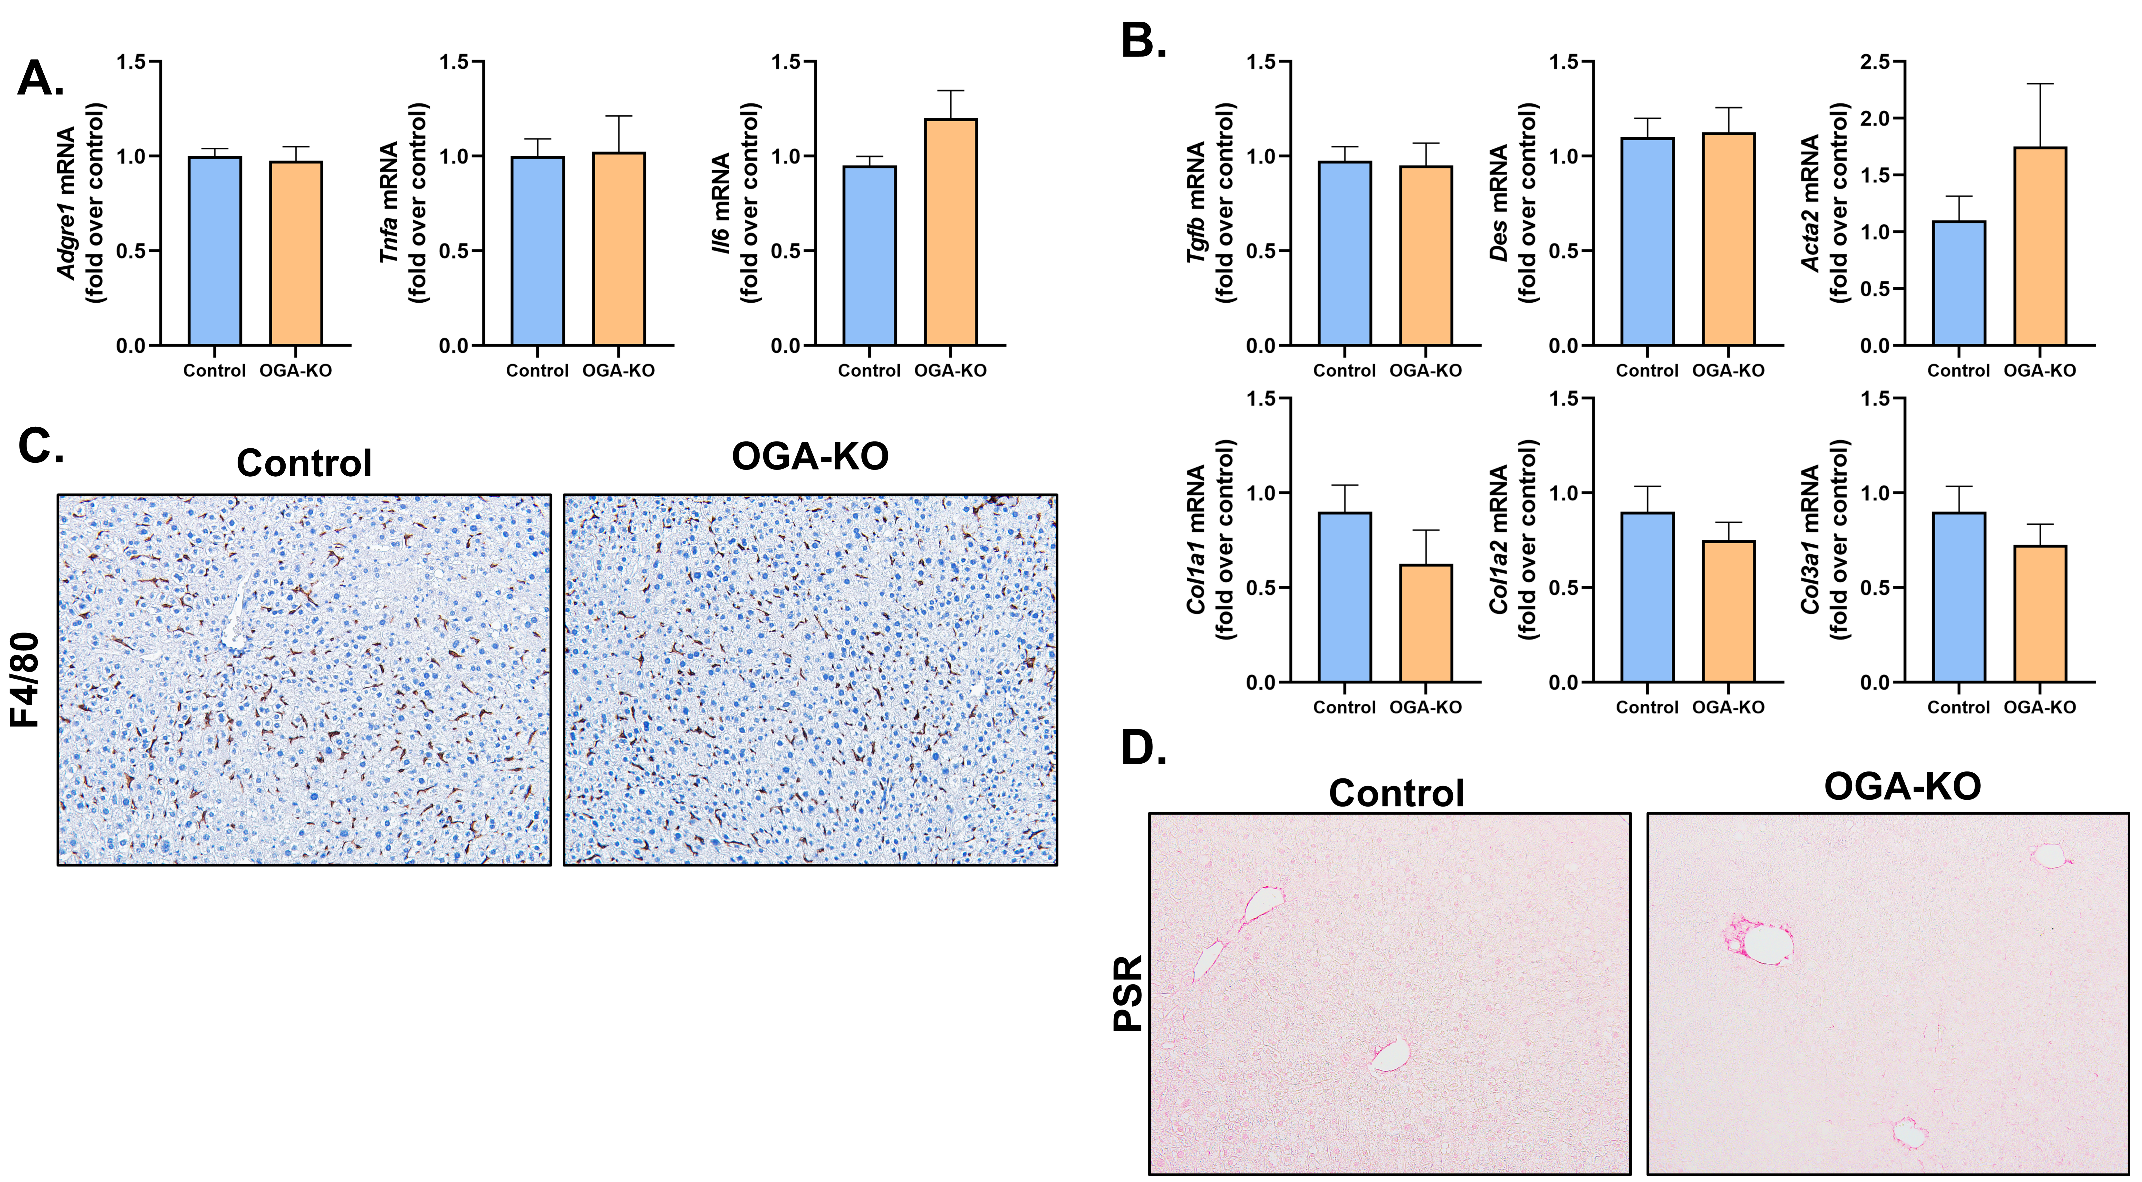

## **Figure S5. Increased O-GlcNAcylation led to no significant changes in inflammation or fibrosis that were exhibited after DEN-induced HCC.**

qPCR of (A) proinflammatory markers (*Adgre1*, *Tnfa*, and *Il6*) and (B) profibrotic genes (*Tgfb1*, *Des*, *Acta2*, *Col1a1*, *Col1a2*, and *Col3a1*). Bars represent the mean, with error bars meaning SEM. (C) IHC of the macrophage marker F4/80. (D) Picrosirius red staining in the OGA-KO and control mice. Level of significance: (Two-tailed t-test)

How the deposited data were processed for this re-analysis (not part of the article)

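Bulk mRNA-seq of mouse liver was analysed. OGT-floxed mice on the C57BL/6J background were fed a choline-deficient, ethionine-supplemented (CDE) diet and had received AAV8-TBG-CRE (labelled OGT-KO) or AAV8-TBG-eGFP (labelled control). Livers were taken with no recovery or after 7 days of recovery. Each of the 4 conditions has 1 library, made from equal parts of the RNA of 3 mice. The article's text describes no CDE diet experiment, so the results of these libraries stand at none of its conclusions. Values of Ogt and Oga are given in the Introduction, where the enzymes are named, and the other results after the article.

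The authors deposited a table of CPM, read counts scaled to a library total of 1000000, for 13903 genes. The table is named for DESeq2 normalization, but the 4 columns each sum to 1000000, and 100.0% of the values of every library are whole multiples of the value of 1 read. Whole reads were therefore recovered: 22866431 in the library labelled OGT-KO with no recovery, 21257763 in the library labelled control with no recovery, 22567395 in the library labelled OGT-KO after 7 days and 19972699 in the library labelled control after 7 days. These totals are reads on the listed genes. The aligner, counter, genome build and filter behind the table are not stated for these libraries; the article's RNA-seq paragraph, on another data set, names STAR, GRCm38 and DESeq2. Of the gene identifiers, 13893 were found in GENCODE M21 (GRCm38) and 13878 are protein coding there, so noncoding RNA was not analysed here. The smallest share the depth can show, taken as 3 reads, is 0.131 to 0.150 CPM. Intervals and floors cover counting error only. All columns were used.

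Genes with a mean of at least 10 CPM over the 4 libraries were compared (8963 genes). Fold changes are differences of log2(CPM + 1), a scale that understates the change of low genes. A gene was called changed at a 2-fold difference. With 1 library per condition there is no replicate check and no p-value across genes. For gene lists, the median log2 fold change was set against 10000 random lists of the same size, matched on mean expression in 20 bins, and a list outside the middle 95% of random lists was called apart from them. This percentile describes these libraries. Lists with fewer than 3 genes past the filter were given no median, which left out the stemness and inflammation lists. Lists were taken from the genes the paper names in its text, Fig. 3, Figure S1 and Supplemental Table S2, with Mki67 added as a general proliferation marker, and from Supplemental Table S3: genes with an adjusted p-value under 0.05 and an average log2 fold change of at least 1 in one direction in all 3 comparisons of dedifferentiated (KO-DF) with control hepatocytes in the paper's single-cell RNA-seq. That supplement was read as far as its shortened text goes. The genes named are those of these lists, the 5 with the largest rise and the 5 with the largest fall at both time points, the 5 with the largest difference between the time points (each with a mean of at least 50) and the 5 with the largest share of each library. Sex-biased liver genes and duct and progenitor markers were listed for checks, to which the filter on low values was not applied. The mapping, these lists, the designs and the alternatives were set before the data were examined. An acute-phase list and a cell-cycle list were chosen later, after the values of Mt1, Mt2 and Mki67 were seen and before those of the listed genes were. The designs assumed values divided by size factors; the unit turned out to be CPM, and the comparisons were run on it as designed.

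Alternatives were a pseudocount of 0.1 or 10, no filter, a mean of at least 50, scaling by upper quartile or by the median ratio to the geometric mean, a 4-fold threshold, other limits for the single-cell lists, and the addition of an exact binomial test on the recovered reads with Benjamini-Hochberg adjustment, which compares the libraries and not the conditions. Scaling to equal totals is the deposited scaling itself and was not run again. Steps were tested on simulated reads for the same 13903 genes, of which 200 were changed 4-fold. All 200 were called, as were 0 of the 8763 unchanged genes among the 8963 compared, and 1 of 40 lists of unchanged genes was called apart. The simulated reads held counting error only, with no differences between mice or pools and no planned shift of the typical gene. The unchanged lists were drawn at random, so their genes did not vary together. The simulation thus checks the steps and does not give the rate of false calls in these libraries. Python 3.11 was used with numpy, pandas and scipy. Genes with near-identical copies (the Mup, Gstm, Gsta, Ces3, Cyp3a and Cyp4a families) are uncertain singly, since the way reads on several copies were counted is not stated.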

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

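The paper does not report on the 4 CDE diet libraries, so every signal in them lies in data it did not analyse. The tests on sex, on dilution of hepatocyte RNA, on the scaling of Ogt and on sample labels were chosen only after the values they use were seen. The acute-phase list was chosen after Mt1 and Mt2 were seen. Each condition has 1 library, so no difference has a replicate check. The SD of the log2 fold changes across genes was 1.148 and 1.118 between the labels, and 0.292 in control and 0.327 in the libraries labelled OGT-KO between the time points, so the pools of one label differed less from each other than from the pools of the other label. The tests below cover some of the ways in which both pools of a label differ from the other label apart from the deletion, and not all of them. After 7 days Ogt was higher in the library labelled OGT-KO at the deposited scaling, and lower with median-ratio scaling. Every direction below is therefore a direction between labels.

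At both time points, 1723 genes were at least 2-fold higher and 335 at least 2-fold lower in the library labelled OGT-KO than in the library labelled control. Parting the 4 libraries by genotype label, 1855 genes had both libraries of one label at least 2-fold above both of the other, while parting them by time gave 3 genes and the crossed pairing gave 1. The changes at the 2 time points had a Pearson r of 0.936 across genes, which are not independent replicates. The excess of higher genes depends on the scaling: with median-ratio scaling, 838 genes were higher and 936 lower at both time points. At equal totals the median log2 fold change of the compared genes was 0.51 with no recovery and 0.48 after 7 days, and with median-ratio scaling it was -0.19 and -0.18. A few genes took more of the control libraries, with 42.8% and 45.0% of reads on the 100 highest genes against 34.1% and 34.3% in the libraries labelled OGT-KO. Leaving out the 100 genes of highest mean moved the median to 0.30 and 0.23, so they account for a part of the shift and not for all of it. With no recovery, depth does not account for the changes, since 2711 genes were changed when reads were drawn down to the smallest library, against 2695 before. This was not run for the libraries after 7 days. Across genes, Spearman's rho of the log2 fold change with transcript length was 0.10 and 0.15, and with GC content 0.060 and 0.083. The labels give no sequencing batch.

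The paper's Supplemental Table S3 was read as far as its shortened text goes, so the lists from it may be incomplete. Genes it lists as lower in KO-DF hepatocytes also had a low median in the libraries labelled OGT-KO. This median was -0.93 with no recovery and -0.76 after 7 days over 227 genes (percentile 0.00 of matched random lists at both). Genes listed as higher had a median of 0.69 and 0.62 over 33 genes (percentiles 99.98 and 99.88). Less the median of the compared genes, the lower genes were at -1.44 and -1.24 and the higher genes at 0.19 and 0.15, and with median-ratio scaling the higher genes were at -0.025 and -0.059. That scaling shifts all genes together, and the percentiles stayed at 99.98 and 99.88. At equal totals, 368 genes past the limits in at least 1 comparison made a wider higher list. Its median was 0.53 and 0.49, nearer to the random medians of 0.354 and 0.355 (percentile 100.00 at both). The wider lower list, of 358 genes, stayed at -0.957 and -0.739. Mean expression of the listed genes is matched in the random lists and does not account for their percentiles. A candidate explanation is that the livers labelled OGT-KO hold more hepatocytes like the paper's KO-DF cells than the livers labelled control, all on the CDE diet, which bulk RNA cannot separate from other changes in cell composition.

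The largest rises at both time points, with log2 fold changes given for no recovery and then 7 days, were Afp (7.85 and 9.49), Ly6d (6.31 and 7.84), Col1a1 (5.32 and 6.09), Gsta1 (5.22 and 5.48) and Cd63 (5.28 and 4.93). Afp had 632 and 2272 CPM in the libraries labelled OGT-KO against 1.74 and 2.15 in control. All 5 stayed higher with upper-quartile and median-ratio scaling. No technical explanation specific to them was tested.

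The largest falls were all in the Mup family of urinary protein genes: Mup7 (-10.75 and -10.89), Mup17 (-9.97 and -9.13), Mup15 (-9.82 and -9.48), Mup11 (-9.80 and -9.51) and Mup14 (-8.78 and -8.48). Mup11, Mup15 and Mup17 had at most 3 reads in each library labelled OGT-KO. Set at this floor of 3 reads, they were 7381-fold, 7807-fold and 7979-fold lower with no recovery. After 7 days they were 5735-fold, 6080-fold and 4395-fold lower. These are not lower bounds, since the interval of Mup15 reached 0.383 and 0.388 CPM, against 0.131 and 0.133 observed. Reads shared between these near-identical genes were weighed through the family sum, which does not depend on how reads are split among the members: the log2 ratio of the sum over 19 Mup genes was -3.22 and -3.20, so a different split of reads within the family does not account for its fall. The sum in the libraries labelled OGT-KO is mostly Mup20, with 2112 of 2300.1 CPM with no recovery and 1641 of 1976.1 after 7 days, so it does not measure the fall of the other members. Male-biased liver genes were lower as well, with a median of -3.83 and -3.48 over 8 genes that all fell, and 5 female-biased genes were higher but low, with at most 5.82 and 9.17 CPM in the libraries labelled OGT-KO and at most 0.094 and 0.250 CPM in control, so the size of their change depends on the pseudocount. A pool without males would have lost the Y-linked genes, whose median log2 fold change over 4 genes was 0.16 at both time points. With median-ratio scaling all 4 were lower, at -0.75 to -0.39 with no recovery and -1.03 to -0.31 after 7 days. A share of females in a pool is thus not ruled out. The male-biased genes fell much further, so such a share would not account for the size of their fall. A loss of the male pattern of liver expression is therefore a candidate explanation.

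Ogt moved opposite ways, at -0.22 with no recovery and 0.47 after 7 days, and this difference was not tested between the time points. With median-ratio scaling it was -0.93 and -0.20, so the rise after 7 days depends on the per-million scaling. Less the median of the compared genes, it was -0.73 with no recovery and level with the median gene after 7 days. A label swapped at one time point would make the other genes' changes run against each other, and their Pearson r was 0.936. A swap at both time points cannot be seen in this value, but the genes listed as lower in KO-DF hepatocytes were lower in the libraries labelled OGT-KO at both time points. Ogt itself, level with the median gene after 7 days, does not bear on a swap there. Whether deleted transcripts account for the remaining Ogt reads was not tested, since no exon counts were available. Whether nonparenchymal cells account for them was not tested either, since bulk RNA does not separate cell types. In its own OGT-KO mice, the paper attributes remaining OGT to nonparenchymal cells that kept its expression.

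Mt2 and Mt1 also moved opposite ways: Mt2 was at 3.91 with no recovery and -1.61 after 7 days, and Mt1 at 3.36 and -1.07. These differences were not tested. The swing lies mainly in the control libraries, where Mt2 rose from 3.67 to 162 CPM, against 69.4 and 52.3 in the libraries labelled OGT-KO. An acute-phase response in the control library after 7 days is a candidate explanation: an acute-phase list chosen without these genes was higher after recovery in control, with a median of 0.47 over 18 genes (percentile 100.00 of random lists, 16 genes higher), and not in the libraries labelled OGT-KO (-0.025, percentile 31.58). Between the labels, the list was lower in the library labelled OGT-KO at both time points, with a median of -0.599 with no recovery (percentile 1.38, 12 of 18 genes lower) and -0.831 after 7 days (percentile 0.05, 16 genes lower). With no recovery it thus ran opposite to Mt1 and Mt2, so an acute-phase response does not account for their rise there. Whether that response belongs to the recovery or to the mice in the pool cannot be told.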

How the results depend on the processing

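The exact binomial test removed no changed gene. It covers counting error only, and at this depth and filter it could hardly remove a 2-fold change. Of 124 list medians recomputed under the alternatives, 119 kept their direction and their side of the random lists. The other scalings shift all genes of a comparison nearly alike, so under them a list could hardly change its side. Of 104 recomputed counts of genes, 55 differed by more than 1.5 times. Where no reason is given, the cause of a change was not tested. At the deposited scaling Ogt was higher in the library labelled OGT-KO after 7 days, so directions are between labels. Pairs of values are for no recovery and then 7 days, unless stated.

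With median-ratio scaling, Ogt was at -0.93 and -0.20, the latter reversed, and the median of the single-cell higher list reversed to -0.025 and -0.059 with the shift of all genes, its percentiles staying at 99.98 and 99.88 against random medians of -0.641 and -0.552. Genes higher in the libraries labelled OGT-KO numbered 935 and 1038, genes lower 1381 and 1055; at both time points 838 were higher and 936 lower, including all 335 of the deposited scaling. Higher genes made up 40.4% and 49.6% of those changed, against 81.1% and 84.3% at equal totals. Parting by time gave 0. With upper-quartile scaling, Ogt was at -0.668 and 0.026, 1250 and 1240 genes were higher (57.0% and 63.8%), 943 and 703 lower, 1051 and 608 higher and lower at both, and 0 parted by time.

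With a pseudocount of 10, 1367 and 1344 genes were higher in the libraries labelled OGT-KO and 1092 at both; 1209 were parted by genotype label and 0 by time. After recovery 12 genes were higher and 21 lower in control, 39 higher and 18 lower in the libraries labelled OGT-KO. The non-parenchymal markers with no recovery, at 1.21, moved outside the middle 95% of random lists. A pseudocount of 0.1 gave 35 higher and 130 lower after recovery in control.

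With no filter, 4595 and 4492 genes were higher in the libraries labelled OGT-KO and 3735 at both, with 3722 parted by genotype label and 6 by time. After recovery 134 genes were lower in control, 178 higher and 110 lower in the libraries labelled OGT-KO. With a mean of at least 50, 525 and 503 genes were higher (59.9% and 64.2% of those changed), 419 at both, 587 parted by genotype label and 0 crossed. After recovery 11 genes were higher and 31 lower in control, 40 higher and 14 lower in the libraries labelled OGT-KO. FOXO1 targets, at -0.702 and -0.035, were then inside the random lists.

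At 4-fold, 691 and 788 genes were higher and 164 and 87 lower in the libraries labelled OGT-KO, with 621 higher and 80 lower at both. By genotype label 628 were parted, by time 0 and crossed 0. After recovery 3 were higher and 2 lower in control, 7 higher and 1 lower in the libraries labelled OGT-KO.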

Other observations

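The values below are from the CDE diet libraries. The paper's statements set beside them are for other mice, untreated on normal chow or treated with diethylnitrosamine, and are marked as the paper's. Log2 fold changes compare the library labelled OGT-KO with the library labelled control and are given for no recovery and then 7 days of recovery. After 7 days Ogt was higher in the library labelled OGT-KO at the deposited scaling, but at -0.20 with median-ratio scaling. The directions are therefore those between labels. The median of the compared genes was itself at 0.51 and 0.48. The dilution test was chosen after its values were seen.

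Of the paper's perivenous markers, Glul was at -2.74 and -2.78 and Cyp2e1 at -3.16 and -2.93. Lect2 was at 0.25 and 1.03, and its first value turned to -0.47 with median-ratio scaling. Axin2, for which the paper reports no change in diethylnitrosamine-treated mice, was at 0.94 and 0.45, and its second value turned to -0.19 with median-ratio scaling. Of the periportal markers, Cyp2f2 was at -2.48 and -2.78, Alb at -0.21 and -0.08, and Cdh1 at 1.61 and 2.17. The paper reports a complete loss of periportal features in single hepatocytes, and lower staining of CYP2F2 and CYP2E1 in OGT-KO livers. Together the perivenous genes with Axin2 had a median of -1.25 and -1.17 (percentiles 1.36 and 0.73). The periportal genes had a median of -0.21 and -0.08 (percentiles 45.11 and 47.83). This periportal median is the value of Alb, between the fall of Cyp2f2 and the rise of Cdh1. It therefore does not tell whether periportal hepatocyte features were lost. Bulk RNA also does not separate hepatocytes from other cells.

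The NRF2 targets of Fig. 3A had a median of 1.77 and 1.88 over 6 genes (percentile 99.96 at both), and all 6 were higher. Gstm3 was at 4.57 and 5.41, and Nqo1 at 3.52 and 3.27. Txn1, at 0.63 and 0.53, turned to -0.09 and -0.15 with median-ratio scaling, while the other 5 stayed higher.

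Hnf4a was at -1.34 and -0.91. Genes that the paper reads as activated by HNF4α had a median of -2.66 and -2.15 over 8 genes (percentile 0.01 at both), and all 8 were lower under each scaling. Dio1 had 1.53 CPM in the library labelled OGT-KO against 170 in control with no recovery, and 7.00 against 127 after 7 days. Dilution of hepatocyte RNA by RNA of other cells would lower all hepatocyte genes by about the same factor. Alb lay 2.45 and 2.07 above the median of the list, so dilution alone does not account for it. The genes read as repressed by HNF4α were higher. Ect2 was at 2.77 and 3.59. Akr1b7 had at most 3 reads in each control library. Against a floor of 3 reads it was 35.3-fold and 155.8-fold higher, and counting error allows smaller rises.

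FOXO1 targets had a median of -0.89 and -0.74 over 5 genes (percentiles 1.04 and 1.16). Igfbp1 was an exception at 2.22 and 2.06, and it stayed higher with median-ratio scaling, whereas the paper's Fig. 3D shows it lower in OGT-KO hepatocytes. Egr1 was at -0.50 and 0.74.

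Fibrosis genes had a median of 4.25 and 4.65 over 6 genes (percentile 100.00 at both). Col1a2 was at 4.67 and 5.66, Col3a1 at 4.56 and 5.30, and Acta2 at 3.94 and 4.00. The YAP targets Ccn2 (named Ctgf in the paper) and Ankrd1 were at 4.01 and 4.08, and at 3.29 and 3.49. Among inflammation genes, Adgre1 was at 1.93 and 2.78, and Il6 was not analysed. Tnf had 3 and 0 reads in the control libraries. Against a floor of 3 reads it was 23.2-fold and 20.1-fold higher, and counting error allows smaller rises. Of the paper's 5 stemness genes, only 2 had values. Myc was at 2.55 and 1.84, and Klf4, which is below the filter on low values, at 2.86 and 3.38. Nanog, Sox2 and Pou5f1 were not analysed, so the stemness genes were not assessed as a set. The duct and progenitor markers Krt19, Krt7, Epcam, Sox9, Spp1 and Prom1 had a median of 3.81 and 4.26, and all 6 were higher. Non-parenchymal markers were at 1.30 and 1.87 over 4 genes (percentiles 95.61 and 98.69). Among monocyte markers, Ccr2, which is below the filter, was at 3.23 and 3.70 and Cx3cr1 at 3.42 and 4.26. The endothelial marker Clec4g, at 0.42 and 0.59, turned to -0.28 and -0.08 with median-ratio scaling. Of the 4 non-parenchymal genes, 3 stayed higher with that scaling.

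Recovery changed few genes. In control, 22 genes were at least 2-fold higher and 86 lower after 7 days, and in the libraries labelled OGT-KO 93 were higher and 39 lower. Of the genes higher in the library labelled OGT-KO with no recovery, 78.9% were also at least 2-fold higher after 7 days, and of the lower genes 65.7%. Among genes with a mean of at least 50 CPM, the largest differences between the time points, apart from Mt2 and Mt1, were in Cyp4a10 (-3.28 and -0.12), Cyp8b1 (-5.82 and -2.99) and Inmt (-4.44 and -1.65). Besides Mt1 and Mt2, Cyp4a14, with a mean under 50 CPM, was changed at least 2-fold in opposite directions, at -1.67 and 2.55; it was chosen after its values were seen.

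Proliferation genes (Ccnd1, Pcna and Mki67) had a median of 2.53 and 3.18 (percentiles 99.58 and 99.80), and all 3 were higher. Mki67 rose from 38.5 CPM with no recovery to 109 after 7 days in the libraries labelled OGT-KO, and was at 3.01 and 3.56 in control. The hypothesis of more dividing cells after recovery in the livers labelled OGT-KO was tested with a cell-cycle list chosen without Mki67, after its values were seen. After recovery its median log2 change was 0.94 in the libraries labelled OGT-KO over 14 genes, of which 14 were higher (percentile 100.00 of random lists). In control it was 0.25, with 11 of 14 genes higher (percentile 100.00). The list was thus higher after recovery in both, and whether the size of this rise differs between the labels was not tested. At each time point the list was higher in the library labelled OGT-KO than in control, with a median of 2.757 with no recovery and 3.506 after 7 days (percentile 100.00 and 14 of 14 genes higher at both). Cell division may continue after the diet is withdrawn, but 1 pool of mice per condition cannot tell this from a difference between pools.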
